# Single-molecule long-read sequencing reveals the chromatin basis of gene expression

**DOI:** 10.1101/gr.251116.119

**Published:** 2019-08

**Authors:** Yunhao Wang, Anqi Wang, Zujun Liu, Andrew L. Thurman, Linda S. Powers, Meng Zou, Yue Zhao, Adam Hefel, Yunyi Li, Joseph Zabner, Kin Fai Au

## Abstract

Genome-wide chromatin accessibility and nucleosome occupancy profiles have been widely investigated, while the long-range dynamics remain poorly studied at the single-cell level. Here, we present a new experimental approach, methyltransferase treatment followed by single-molecule long-read sequencing (MeSMLR-seq), for long-range mapping of nucleosomes and chromatin accessibility at single DNA molecules and thus achieve comprehensive-coverage characterization of the corresponding heterogeneity. MeSMLR-seq offers direct measurements of both nucleosome-occupied and nucleosome-evicted regions on a single DNA molecule, which is challenging for many existing methods. We applied MeSMLR-seq to haploid yeast, where single DNA molecules represent single cells, and thus we could investigate the combinatorics of many (up to 356) nucleosomes at long range in single cells. We illustrated the differential organization principles of nucleosomes surrounding the transcription start site for silent and actively transcribed genes, at the single-cell level and in the long-range scale. The heterogeneous patterns of chromatin status spanning multiple genes were phased. Together with single-cell RNA-seq data, we quantitatively revealed how chromatin accessibility correlated with gene transcription positively in a highly heterogeneous scenario. Moreover, we quantified the openness of promoters and investigated the coupled chromatin changes of adjacent genes at single DNA molecules during transcription reprogramming. In addition, we revealed the coupled changes of chromatin accessibility for two neighboring glucose transporter genes in response to changes in glucose concentration.

In eukaryotic organisms, cells are faced with genetic information storage and packaging problems. As the carrier of genetic information, instead of folding into a disorganized yarn ball, DNA strands wrap around thousands of protein cores like “beads on a string.” As the fundamental unit of chromatin, a nucleosome consists of ∼147 bp of DNA wrapping around a histone octamer composed of four core histones (H2A, H2B, H3, and H4) (Luger et al. 1997). Nucleosomes are connected by stretches of “linker DNA.” Dynamic packaging of nucleosomes results in two different chromatin accessibility statuses: open (accessible and active genomic regions with sparse nucleosome occupancy); and closed (inaccessible and inactive genomic regions with dense nucleosome occupancy). Positioning of nucleosomes and dynamic changes of chromatin status play important regulatory roles in DNA-templated processes such as transcription, DNA replication and repair (Bell et al. 2011).

Current genome-wide methods of nucleosome occupancy and/or chromatin accessibility mapping are mainly based on three types of assays followed by short-read sequencing technologies: (1) the nucleosome's protection of nucleosomal DNA sequences from endogenous and exogenous enzymes (e.g., MNase-seq, DNase-seq, ATAC-seq, NOMe-seq, and MPE-seq) (Schones et al. 2008; Song and Crawford 2010; Cui and Zhao 2012; Kelly et al. 2012; Buenrostro et al. 2015a; Ishii et al. 2015); (2) chromatin immunoprecipitation using a specific histone antibody (e.g., ChIP-seq with H3) (Wal and Pugh 2012); and (3) solubility differences between nucleosomal DNA and naked linker DNA (e.g., FAIRE-seq) (Bianco et al. 2015). In particular, NOMe-seq treats target samples with exogenous methyltransferase to detect nucleosome occupancy and chromatin accessibility: The nucleosome protects nucleosomal DNA from being methylated by exogenous methyltransferase, while cytosines in naked linker DNA sequences are methylated to 5-methylcytosine (5mC) (Kelly et al. 2012). The following bisulfite sequencing identifies this methylation profile, as bisulfite can convert unmethylated cytosine to uracil, which discriminates 5mC from unmethylated cytosine.

These methods can map averaged patterns of nucleosome occupancy and chromatin accessibility in a population of cells, failing in precise identification at the single-cell level. Although the single-cell versions of these methods have been recently developed (Small et al. 2014; Buenrostro et al. 2015b; Jin et al. 2015; Pott 2017; Clark et al. 2018; Lai et al. 2018; Li et al. 2018), the corresponding sparse sequencing coverage and short read length lack information for addressing complex long-range chromatin status and nucleosome occupancy. Therefore, the heterogeneity of nucleosome occupancy and chromatin accessibility is rarely studied. Moreover, it is even more challenging to define nucleosome occupancy patterns and dynamics and chromatin accessibility at single DNA molecules, so it is hard to detect subtle but meaningful differences between seemingly identical cells. This is a critical gap in understanding the mechanism of how nucleosomes assemble, disassemble, and slide. In addition, in contrast to the well-solved phasing problems (e.g., exon-splicing and allele-specific DNA methylation), the phased status of nucleosomes and chromatin accessibility at single DNA molecules remains incomplete (Kuleshov et al. 2014; Tilgner et al. 2018).

The emerging single-molecule long-read sequencing technology (i.e., Oxford Nanopore Technologies, ONT) provides unique data features that are capable of filling the gap: (1) 5mC can be directly detected at the single-base resolution at the single-molecule level based on ONT electrolytic current signal dynamics without bisulfite conversion (Rand et al. 2017; Simpson et al. 2017); (2) unlike the other sequencing platforms (such as Sanger sequencing and second-generation sequencing [e.g., Illumina]), PCR amplification is not required for ONT sequencing, so each ONT read can reveal the genomic events at the single-molecule level; (3) ONT reads are ultralong (up to 2.3 Mb) (Payne et al. 2018) so that they can cover combinatorics of many nucleosomes and different chromatin statuses spanning multiple genomic elements. Leveraging the informative ONT sequencing technology, we developed an experimental approach, methyltransferase treatment followed by ONT single-molecule long-read sequencing (MeSMLR-seq) and the corresponding bioinformatics method, to investigate heterogeneous and dynamic insight into long-range chromatin status and nucleosomes. Instead of bisulfite conversion (with PCR amplification) and short-read sequencing, the footprint of exogenous 5mCs from GpC-specific methyltransferase treatment is detected at single DNA molecules (without any PCR amplification) by ONT sequencing in the MeSMLR-seq protocol and is next used to detect nucleosome occupancy and chromatin accessibility computationally.

We applied MeSMLR-seq to haploid *Saccharomyces cerevisiae* cells, where single DNA molecules represent single cells, so it allows the “one-to-one” link between sequencing read (i.e., sequencing molecule) and haploid cell. Thus, each single MeSMLR-seq read can be used to mimic a single cell in a given genomic region, and the heterogeneity can be investigated without single-cell sequencing. With the unique output of MeSMLR-seq, we revealed the chromatin basis of gene transcription.

## Results

### Overview of MeSMLR-seq

In brief, the experimental approach MeSMLR-seq contains two main steps: (1) methyltransferase (M.CviPI) treatment to convert cytosine to 5mC at GpC sites at naked linker DNA and open chromatin; and (2) ONT sequencing to detect the 5mC profile that is subsequently used to identify nucleosome occupancy and chromatin accessibility (Fig. 1). The first step has been shown feasible at both the bulk-cell and single-cell level by NOMe-seq and other previous studies (Small et al. 2014; Pott 2017; Clark et al. 2018; Li et al. 2018). In addition, ONT has been reported to detect 5mC at CpG sites (Rand et al. 2017; Simpson et al. 2017), based on which an in-house tool (named NP-SMLR) (see Supplemental Code) was developed to map the 5mC profile at GpC sites for MeSMLR-seq data.

**Figure 1.**
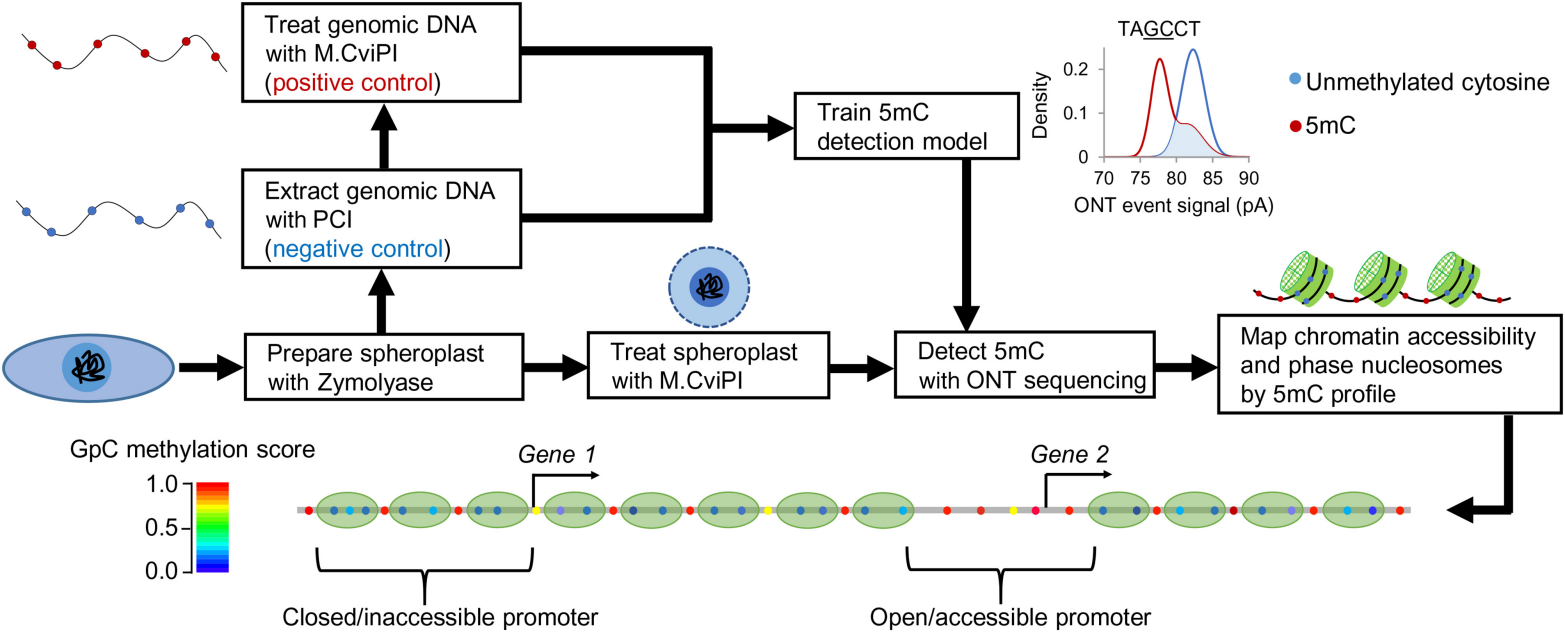
Overview of MeSMLR-seq. Experimental approach (methyltransferase treatment plus ONT sequencing) in yeast and the corresponding bioinformatics analyses (5mC detection, chromatin accessibility mapping, and nucleosome phasing).

In the proof-of-concept application of MeSMLR-seq to a haploid *Saccharomyces cerevisiae* (BY4741 strain), an additional step was applied to digest the cell wall that serves as a barrier against methyltransferase treatment of genomic DNA: Yeast cells were treated with Zymolyase to generate spheroplasts (Fig. 1). After the subsequent methyltransferase treatment, extracted genomic DNA without any PCR amplification was directly submitted to library preparation and ONT sequencing. The genomic DNA that underwent in vivo spheroplast methylation was referred to as the target sample of MeSMLR-seq. In addition, we prepared negative control and positive control samples as training data for 5mC detection (see the next section “Detection and phasing of nucleosome occupancy at single DNA molecules”). Native genomic DNA extracted from yeast without M.CviPI treatment was used as a negative control (all cytosines at GpC sites were unmethylated) since there is no endogenous 5mC on the yeast genome, as previously reported (Capuano et al. 2014). Genomic DNA treated with M.CviPI (without spheroplast methylation) was used as a positive control (all cytosines at GpC sites were converted to 5mCs).

As the efficiency of M.CviPI methylation served a critical role in the whole protocol, it was evaluated at selected genomic regions by bisulfite sequencing as previously described (Small et al. 2014). The methylation efficiency of the positive control sample was 99.37%, and 13 single colonies of the selected region from target sample were all successfully methylated, indicating high methylation efficiency.

Using the ONT GridION platform with R9.4.1 chemistry, we sequenced one flow cell per sample and generated 0.9 million (positive control), 1.2 million (negative control), and 1.3 million (on average for six target samples) reads (i.e., sequencing molecules) separately, which were uniquely aligned to the yeast genome (Supplemental Table S1). The longest sequencing molecule was 63.1 kb. In particular, from the target sample where yeast was grown in rich media (1% yeast extract, 2% peptone, and 2% glucose), we generated 1.4 million sequencing molecules with a median length of 7.2 kb, covering 821× of the yeast genome.

### Detection and phasing of nucleosome occupancy at single DNA molecules

We first identified 5mC methylation status for every GpC site on each DNA molecule based on the ONT sequencing current signal (referred to as the event level). Since the previous studies (Rand et al. 2017; Simpson et al. 2017) showed the event level depended on the context sequence (e.g., 6-mer), our positive and negative control data were used to train signal distributions for each 6-mer containing target GpC dinucleotides under the occasions of methylation and unmethylation. The event levels of a given 6-mer from the target sample were compared with the corresponding trained distributions to obtain a posterior of methylation for every GpC site on each molecule, which we denoted as the methylation score (Supplemental Fig. S1A). There was no obvious bias of 5mC methylation calling between the molecules that were aligned to forward and reverse strands, and the areas under the receiver operating characteristic curve (AUC) were both 0.86 (Fig. 2A). Correlation analysis of methylation status of paired GpC sites at single molecules showed a pattern with a periodic distance of 170–180 bp, which was the same as the length of nucleosomal DNA (147 bp) plus regular linker DNA (20–30 bp) (Fig. 2B). Therefore, we can identify nucleosome occupancy at single molecules from the methylation profiles by developing the bioinformatics method **N**ucleosome **P**ositioning detection by **S**ingle-**M**olecule **L**ong-**R**ead sequencing (**NP-SMLR**) as below (see Supplemental Code).

**Figure 2.**
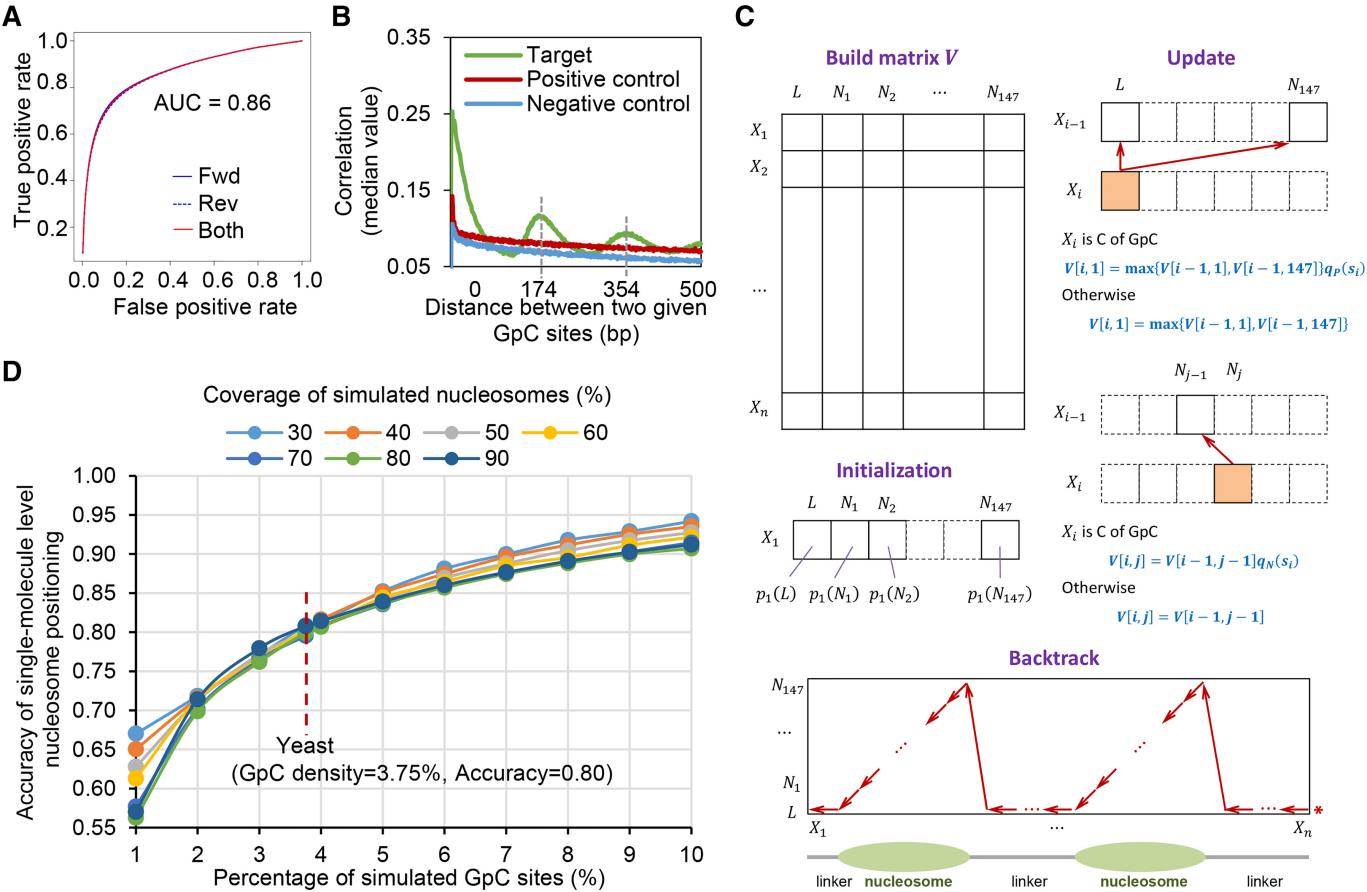
5mC detection and nucleosome occupancy detection by MeSMLR-seq data. (*A*) ROC curve of 5mC detection on GpC sites. The molecules that were aligned to forward (fwd) and reverse (rev) genomic strands were analyzed separately. (*B*) Correlation coefficients between methylation scores of mutually paired GpC sites from the same molecules with respect to their corresponding distances. (*C*) Dynamic programming algorithm for nucleosome occupancy detection (NP-SMLR). A matrix regarding the nucleotide sequence (row) and nucleosomal statuses (column) is made, followed by initialization, iterative update for entries, and backtrack search for optimal path (see Methods for details). (*D*) Accuracy of nucleosome occupancy detection under different nucleosome coverage and GpC frequencies.

Let *X*_1_ *X*_2_…*X*_*l*_ be a molecule, where *X*_*i*_ is the *i*-th base. Denote *s*_*i*_ as the methylation score of *X*_*i*_, if *X*_*i*_ is the cytosine of the GpC dinucleotide. Suppose that the methylation scores of all GpC sites are independent. Nucleosome occupancy detection refers to finding a path *π* = *π*_1_*π*_2_…*π*_*l*_ that maximizes the likelihood of signals:

$$\pi^{*}=\underset{\pi }{\mathrm{argmax}}\overset{n}{\underset{t=1}{\prod }}\mathrm{Pr}(s_{i_{t}}|\pi_{i_{t}}).$$

*π*_*i*_ takes the value from {*L*, *N*_1_, *N*_2_, …, *N*_147_}. *L* represents the linker region; *N*_*m*_ represents the *m*-th base within a nucleosome; *i*_1_, *i*_2_, …, *i*_*n*_ are the positions of cytosines that belong to GpC dinucleotides. The elements of path *π* are restricted such that: (1) *N*_*m*_ is followed by *N*_*m*+1_ (1 ≤ *m* ≤ 146); (2) *N*_147_ is followed by *L*; and (3) *L* is followed by *L* or *N*_1_. The problem is essentially an alignment between a sequence of nucleotides and a sequence of nucleosomal statuses. NP-SMLR adopts a dynamic programming algorithm (Needleman and Wunsch 1970) for solution: A matrix regarding the nucleotide sequence and nucleosomal statuses is made, entries are updated iteratively, and the optimal path is obtained through backtracking (Fig. 2C; Supplemental Fig. S1B).

Due to the lack of more advanced experimental technology to generate a gold standard, we evaluated the accuracy of nucleosome occupancy detection at the single-molecule level by simulation tests. The tests were performed under different settings of nucleosome coverage (proportion of bases covered by nucleosomes, ranges from 30% to 90%) and GpC frequency (ranges from 1% to 10%) (Fig. 2D). The accuracy increased with GpC frequency, while the effect of nucleosome coverage was mild. In the case of the yeast genome with 3.75% density of GpC sites, NP-SMLR was very robust to reach the accuracy of 80% regardless of different nucleosome coverages, which represented different scenarios of chromatin status (Fig. 2D). These results highlight the accuracy and robustness of MeSMLR-seq on single-molecule long-range mapping of nucleosomes.

### Performance of nucleosome occupancy detection at the bulk-cell level

In terms of nucleosome occupancy at the bulk-cell level, MeSMLR-seq provided consistent and comparable results with the widely used method MNase-seq (Supplemental Methods; Hughes and Rando 2014; Weiner et al. 2015). The averaged Pearson's correlation coefficient between three MeSMLR-seq data (forwardly, reversely aligned molecules, and their combination) and three MNase-seq replicates was 0.75 (Fig. 3A). The 77% of nucleosomes called by MeSMLR-seq were also detected by MNase-seq (Fig. 3C). For an example of the *DAL* (degradation of allantoin) gene cluster, the nucleosome peaks called by MeSMLR-seq and MNase-seq were generally well aligned (Fig. 3B). In the long-range scale, single MeSMLR-seq reads can phase a number of nucleosomes (the median number was 37 and the maximal number was 356 in our data), so that it captures the dynamics and heterogeneity of nucleosome occupancy among DNA molecules (Fig. 3D; Supplemental Table S2). For instance, 35–61 nucleosomes (median number 58) were phased at the single molecules covering the *DAL* gene cluster across a 10-kb genomic region (Fig. 3E), which illustrated large-range variation as well as local subtle differences of nucleosome occupancy.

**Figure 3.**
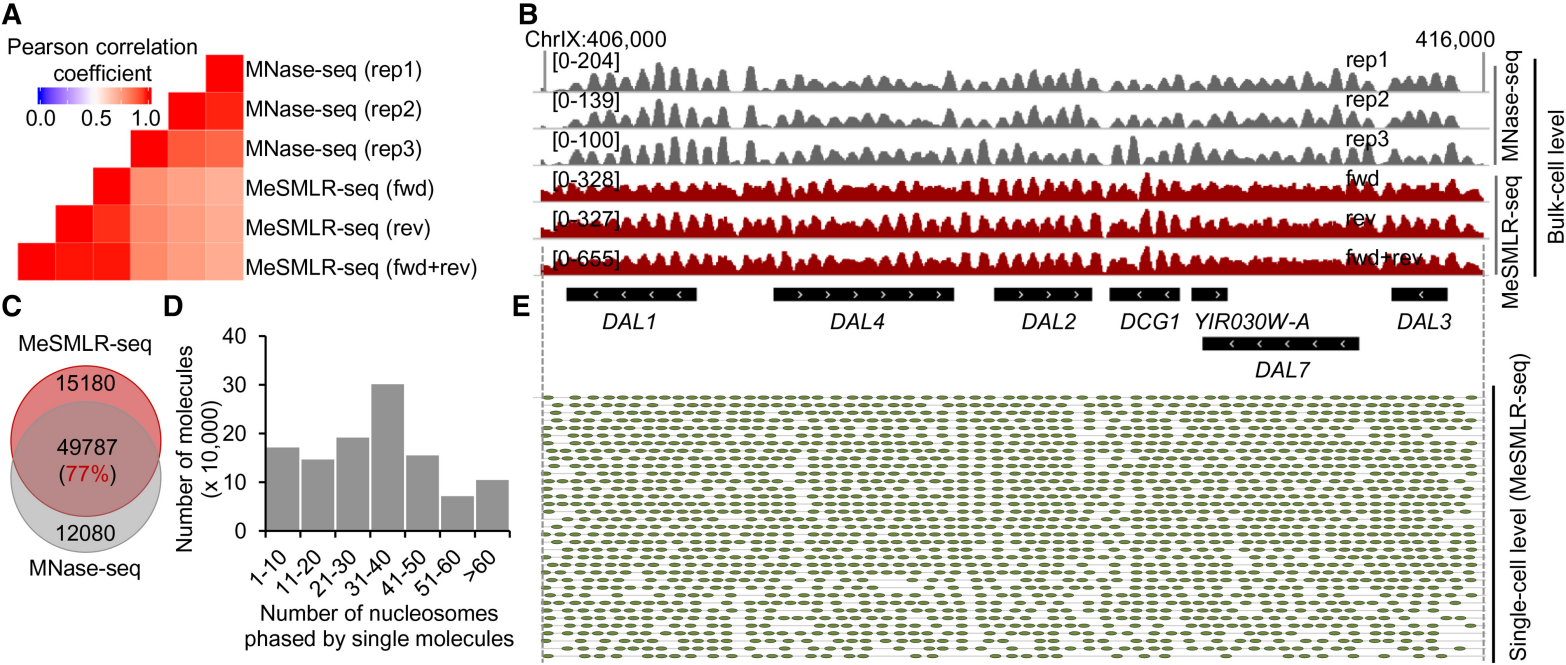
Performance evaluation of MeSMLR-seq on bulk-level nucleosome occupancy and single-molecule long-range phasing of nucleosomes. (*A*) Correlation of nucleosome occupancy profiles generated by MeSMLR-seq and MNase-seq. For MeSMLR-seq, the molecules that were aligned to forward (fwd) and reverse (rev) genomic strands were analyzed separately. (*B*) Nucleosome occupancy profiles at the bulk-cell level provided by MeSMLR-seq and MNase-seq. (*C*) Overlap of nucleosomes detected by MeSMLR-seq and MNase-seq at the bulk-cell level. (*D*) Number of nucleosomes phased at single sequencing molecules of MeSMLR-seq data under 2% glucose condition. (*E*) Detection and phasing of nucleosomes at the single-molecule level by NP-SMLR. Each gray line represents a molecule. Green oval represents nucleosome.

### Direct long-range evidence of differential nucleosome organization

A few single-cell epigenome sequencing approaches have revealed the heterogeneity of chromatin status and nucleosome positioning within a cell population (Small et al. 2014; Buenrostro et al. 2015b; Jin et al. 2015; Pott 2017; Clark et al. 2018; Lai et al. 2018; Li et al. 2018). Recently, Lai et al. reported the differential nucleosome organization principles for silent and active genes using single-cell MNase-seq (Fig. 4A; Lai et al. 2018). However, these studies lacked a long-scale nucleosome occupancy scene at the single-cell resolution due to short sequencing length and sparse data coverage within single cells. As shown above, MeSMLR-seq can determine the heterogeneous long-range phasing of nucleosomes, so we can investigate nucleosome organization logic in a comprehensive way (Fig. 3E).

**Figure 4.**
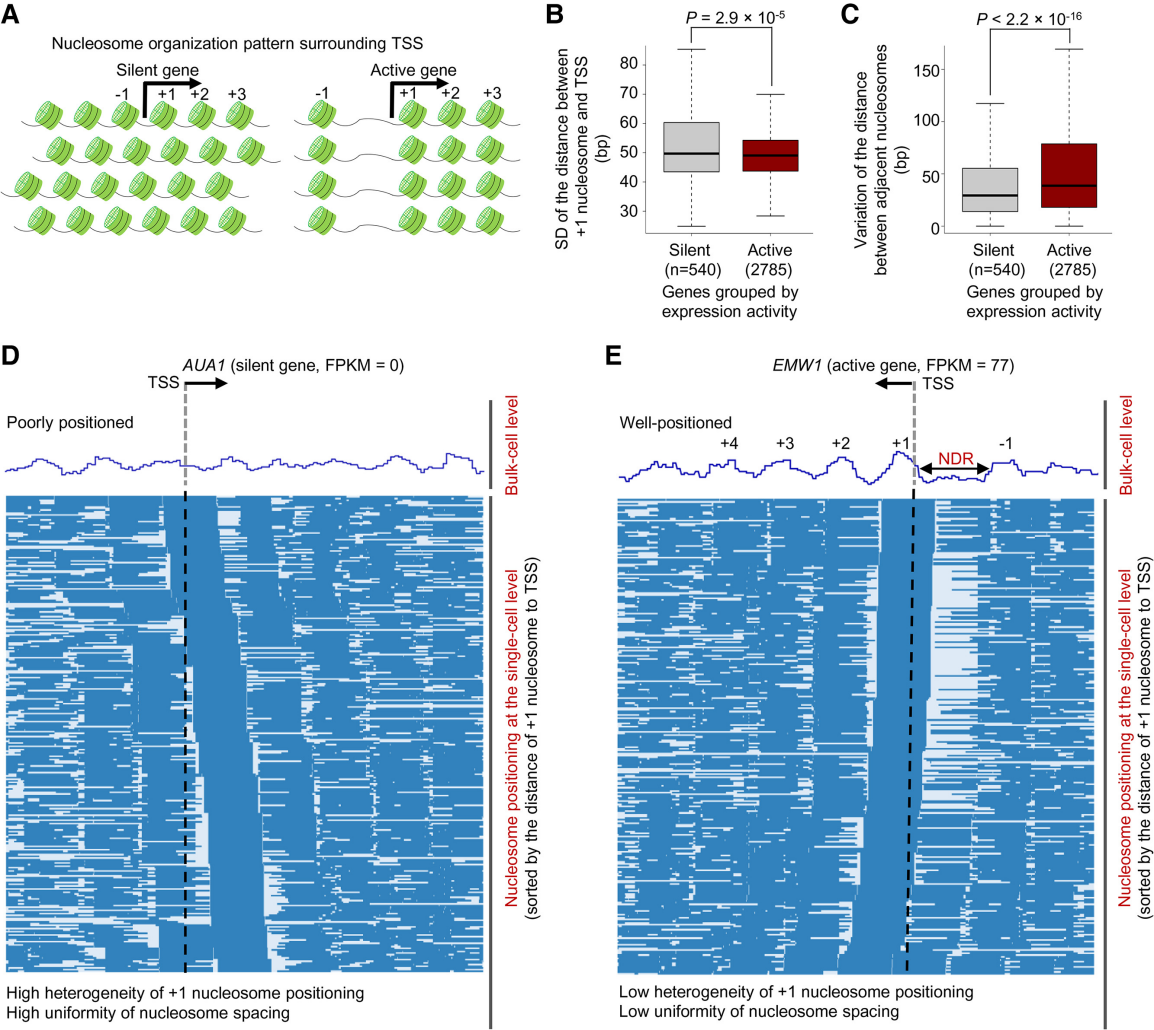
Differential nucleosome organization principles for silent and active genes. (*A*) Previous studies revealed nucleosome organization patterns surrounding the TSS of silent (*left*) and active (*right*) genes (Lai et al. 2018). Nucleosome positioning in promoter regions of silent genes showed large variation among cells but was highly uniformly spaced within each cell. In contrast, nucleosome positioning surrounding the TSS of active genes showed little variation among cells but relatively nonuniform spacing within each cell. (*B*) Heterogeneity of nucleosome positioning for silent (FPKM = 0) and active (FPKM > 50) genes. The heterogeneity of nucleosome positioning was measured by the standard deviation (SD) of the distances between +1 nucleosomes and the TSS. The *P*-value was calculated by the Wilcoxon rank-sum test. (*C*) Uniformity of nucleosome spacing for silent (FPKM = 0) and active (FPKM > 50) genes. See Methods for the definition of uniformity. The *P*-value was calculated by the Wilcoxon rank-sum test. (*D*) Long-range nucleosome positioning patterns for the silent *AUA1* across different cells. Each row represents a cell, and nucleosome is labeled as blue bar. (*E*) Long-range nucleosome positioning patterns for the actively transcribed gene *EMW1* across different cells.

We focused on the nucleosome organization surrounding transcription start sites (TSSs), which play an important role in transcription regulation (Voss and Hager 2014). For each gene, we measured the heterogeneity of nucleosome positioning by the standard deviation of the distances between +1 nucleosome and the TSS over all single cells. Compared to active genes, silent genes showed a larger heterogeneity of nucleosome positioning among different cells (Fig. 4B; Supplemental Fig. S2A). Next, we evaluated the uniformity of nucleosome spacing within single cells by the variation of the distance between adjacent nucleosomes. In contrast to active genes, the nucleosomes surrounding the TSS of silent genes were more uniformly spaced (Fig. 4C; Supplemental Fig. S2B). For instance, at the bulk-cell level, nucleosomes surrounding the TSS of the lowly expressed gene *AUA1* (FPKM = 0) were poorly positioned (Fig. 4D), while there were well-positioned nucleosomes (including −1, +1, +2, +3, and +4 nucleosomes) surrounding the TSS of the active gene *EMW1* (FPKM = 77) and a pronounced nucleosome-depletion region (NDR) upstream of the TSS (Fig. 4E). 

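Bulk-cell RNA-seq covered 18 libraries of polyadenylated RNA from mid-log cultures grown at 30 °C, made with a strand-specific kit. Each of 6 media had 3 libraries: 2% glucose, 2% galactose, 2% raffinose and glucose at 1%, 0.5% and 0.125%. The sample labels also list galactose in the last 3 media, at 1%, 1.5% and 1.875%. The main text of the paper gives the glucose concentration alone, and its Supplemental Methods were not used here. Glucose and galactose therefore changed together in this series. Nothing in the sources says that the 3 libraries of a medium came from separate cultures, so p-values measure only the spread between these libraries, which may be technical. According to the submitters' notes, the authors trimmed reads with cutadapt 1.8.1, aligned them with HISAT2 2.0.0 to sacCer3 and computed FPKM with Cufflinks 2.2.1. FPKM summed over the genes of a library ranged from 1772325 to 1944916 (median 1800861) in 2% glucose, from 1367015 to 1619620 (median 1493339) in galactose and from 1412802 to 1521952 (median 1428959) in raffinose. At 1%, 0.5% and 0.125% glucose the sums ranged from 1783453 to 1850289 (median 1805803), from 1643142 to 1813429 (median 1697581) and from 1416643 to 1424234 (median 1417500). Sequenced fragments per library were estimated roughly, from genes above 1 kb with FPKM times kilobases between 0.05 and 0.22. The median of these values was taken as 1 fragment. Only 9 to 17 genes per library lay in this window, which limits the estimate in advance. It gave about 4900000 to 7300000 in 2% glucose (median 6000000), 6200000 to 8200000 in galactose (median 7300000) and 6800000 to 7300000 in raffinose (median 7200000). At 1%, 0.5% and 0.125% glucose the same estimate gave 5700000 to 6500000 (median 6500000), 5600000 to 7600000 (median 6200000) and 6700000 to 7400000 fragments (median 7000000). Of 7126 genes, 1038 to 1133 were listed at 0 in a library. An exact 0 is not always an absent transcript: MFA1, which encodes the mating pheromone a-factor, was listed at 0 in 2 of 18 libraries and reached 2415 FPKM in another. Libraries of the same medium had Pearson correlations of 0.972 to 0.987 in log2(FPKM + 1). Here, log2(FPKM + 1) was compared between media with limma, and genes with an adjusted p under 0.01, the paper's q threshold, were counted as changed. The log2 changes below are on that scale, which understates the change of genes with low FPKM. The main comparisons and tests, the gene lists and the rule for the genes named were set before the data were examined. Later additions are named as such where they appear.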

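In 2% glucose, 138 of 138 cytoplasmic ribosomal protein genes, 37 of 37 ribosome biogenesis genes, 10 of 10 histone genes and 13 of 13 ATP synthase genes had a mean above 50 FPKM, the paper's limit for active genes. Their median levels were 5947, 232, 3092 and 312 FPKM. So did 15 of 17 glycolytic genes (median 2173 FPKM), 19 of 23 genes of the respiratory chain (median 149 FPKM) and 40 of 43 mitochondrial ribosomal protein genes (median 89.3 FPKM). Few genes for the use of other carbon sources did: 1 of 10 in the GAL regulon, 2 of 14 in gluconeogenesis and the glyoxylate cycle and 1 of 14 for sucrose and maltose. Of 19 hexose transporter genes 4 did, and 2 had a mean of 0. FBA1, which encodes the glycolytic enzyme aldolase, and RPS31, which encodes a ribosomal protein, were at 20971 ± 2109 and 19351 ± 1760 FPKM (SD, n = 3). They are named here because they were among the 10 highest values. AUA1 (YFL010W-A), 285 bp on the plus strand of chromosome VI from 114990 to 115274 in the R64 assembly (sacCer3), was listed at 0 in 18 of 18 libraries. EMW1 (YNL313C), 2715 bp on the minus strand of chromosome XIV from 45308 to 48022, had 81.0, 71.8 and 78.3 FPKM in 2% glucose, a mean of 77.1 ± 4.73 (SD, n = 3), which lay above 70.2% of genes. In that medium 898 genes had a mean of 0, of which 237 are in the reference annotation and 630 were listed at 0 in all 18 libraries. Another 2812 genes had a mean above 50 FPKM, with a median of 131.6. No test belongs to these counts, and short transcripts among the 898 may be expressed.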

At the single-cell level, the positioning of +1 nucleosome of *AUA1* had a continuous shift pattern across different cells, whereas it was relatively steady for *EMW1* (Fig. 4D,E). Compared with *EMW1*, the distances between +1 nucleosomes and the TSS for *AUA1* were more approximate to a uniform distribution (Supplemental Fig. S3A,B), which represented the ideal occasion for a continuous shift pattern. In addition, the spacing of nucleosomes surrounding the TSS of *AUA1* was relatively uniform within single cells (Fig. 4D; Supplemental Fig. S3C), while there was a pronounced NDR upstream of the TSS of *EMW1*, which disrupted the uniformity of nucleosome spacing (Fig. 4E; Supplemental Fig. S3D). MeSMLR-seq resolves these differential nucleosome organization principles with direct and convincing evidence at a long-range scale from single molecules/cells that are hard to obtain by the bulk-cell and short-read sequencing approaches.

### Single-molecule long-range measurement of chromatin accessibility

Based on the methylation profiles of MeSMLR-seq data, we also mapped the chromatin accessibility of the yeast genome at both the bulk-cell level and single-molecule level. To assess the performance on the bulk-cell chromatin accessibility mapping, we compared MeSMLR-seq with two widely used methods, ATAC-seq (Schep et al. 2015) and DNase-seq (Supplemental Methods; Zhong et al. 2016). The genome-wide chromatin accessibility profile revealed by MeSMLR-seq data was highly consistent with ATAC-seq (averaged Pearson's *r* = 0.80) and DNase-seq (averaged Pearson's *r* = 0.82) (Fig. 5A,B; Supplemental Fig. S4). In addition, >83% (1615/1934) of significantly accessible regions called by MeSMLR-seq were also supported by either ATAC-seq or DNase-seq (Fig. 5C). These results indicate that MeSMLR-seq provides comparable results with the existing methods on the bulk-cell level chromatin accessibility mapping.

**Figure 5.**
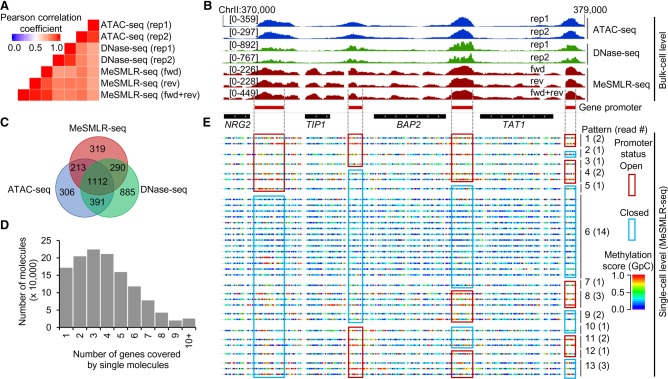
Performance evaluation of MeSMLR-seq on bulk-level chromatin accessibility mapping, and single-molecule long-range mapping of chromatin accessibility. (*A*) Correlation of chromatin accessibility profiles generated by MeSMLR-seq, ATAC-seq, and DNase-seq. (*B*) Chromatin accessibility profiles at the bulk-cell level provided by MeSMLR-seq, ATAC-seq, and DNase-seq. (*C*) Overlap of the significantly accessible regions (peaks) called by MeSMLR-seq, ATAC-seq, and DNase-seq. (*D*) Number of genes covered by single sequencing molecules of MeSMLR-seq data under 2% glucose condition. (*E*) Single-molecule long-range mapping of chromatin accessibility by MeSMLR-seq. Each line represents a molecule. GpC site is labeled as a rainbow-color dot, with methylation score from 0 (blue) to 1.0 (red). Thirteen combinatorial patterns of the promoter status of four genes are shown with different numbers of supporting sequencing molecules/cells. A promoter was defined as “open” (highlighted by red box) if the methylation scores of the including GpC sites had a median value greater than 0.5, and “closed” (highlighted by blue box) otherwise.

At the single-molecule level, a MeSMLR-seq read can fully cover multiple adjacent genes (median number was 4 and maximal number was 40 in our data); therefore, we could examine the long-range chromatin accessibility at the single-molecule/-cell level (Fig. 5D; Supplemental Table S3). For example, 34 MeSMLR-seq molecules fully covered the 9-kb genomic region, Chr II: 370,000–379,000, that encompasses four genes (*NRG2*, *TIP2*, *BAP2*, and *TAT1*). Based on the 5mC footprint, we identified the chromatin status (“open” or “closed”) of the promoters for four genes on each molecule and thus defined and quantified the coupled chromatin status patterns. In total, these molecules detected 13 out of 16 (4^2^, four genes with binary status “open” or “closed”) possible combinatorial patterns of the coupled chromatin statuses of four gene promoters (Fig. 5E). For instance, four genes in Pattern 1 (supported by two molecules) all had “open” promoters, whereas the promoters of four genes were all closed in Pattern 6 (supported by 14 molecules). Therefore, MeSMLR-seq is able to analyze the coupled chromatin statuses of adjacent genes and to investigate the heterogeneity of chromatin status within a cell population, which is challenging for the existing methods.

### Heterogeneous openness of a gene promoter

Leveraging the single-molecule and long-range information of MeSMLR-seq data, we can discover and measure different levels of promoter openness beyond reporting a binary status. In the promoter region (Chr XVI: 66,400–67,550) of the cell cycle regulation gene *CLN2*, the bulk-level chromatin accessibility profiles generated by the existing methods and MeSMLR-seq all showed a significant openness (Fig. 6, upper panel), while it was not clear if the promoters of *CLN2* among all cells were open, or if the open regions were similar in size. Based on the single-molecule nucleosome occupancy profiles in the promoter region, 304 molecules that fully covered this region were clustered into three groups with different levels of promoter openness: closed (Cluster 1 with 176 molecules); narrowly open (Cluster 2 with 75 molecules); and widely open (Cluster 3 with 53 molecules) (Fig. 6, lower-right panel). The 5mC profiles at the molecules from three clusters also showed the difference of the widths of openness (Fig. 6, lower-left panel). This unique output of MeSMLR-seq is bringing new opportunities to perform quantitative analysis of the heterogeneous and dynamic promoter status.

**Figure 6.**
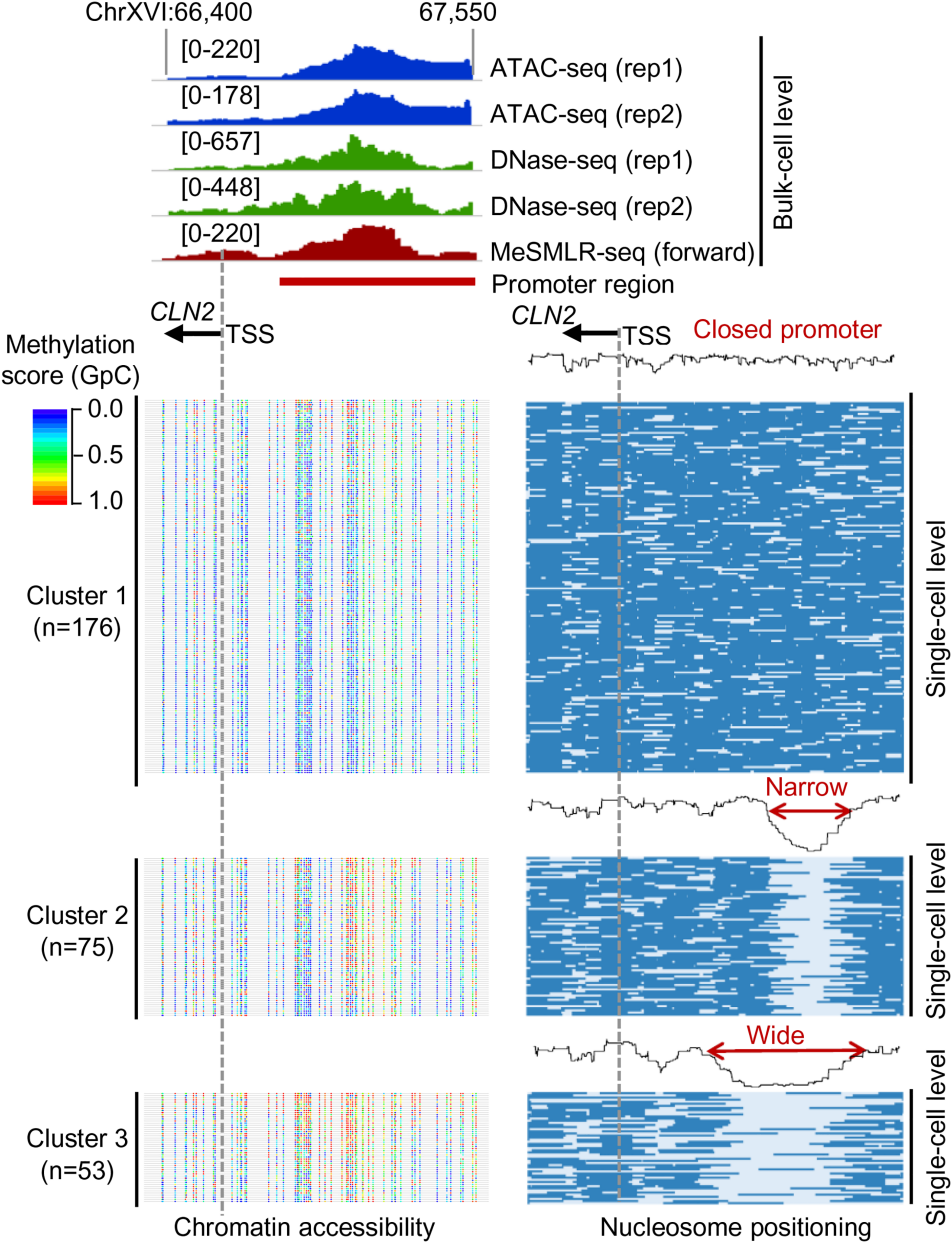
Heterogeneous promoter openness of *CLN2* in a cell population revealed by MeSMLR-seq. The bulk-level chromatin accessibility profiles (*upper* panel) were provided by ATAC-seq, DNase-seq, and MeSMLR-seq. MeSMLR-seq molecules were clustered into three groups with different promoter openness (by *k*-means clustering of the nucleosome occupancy profiles, *bottom right* panel): closed, narrow open, and wide open. Each row represents a molecule (i.e., a cell), and nucleosome is labeled as blue bar. The corresponding methylation profiles at GpC sites on each molecule are shown on the *bottom left* panel. Each line represents a molecule (i.e., a cell). GpC site is labeled as a rainbow-color dot, with methylation score from 0 (blue) to 1.0 (red).

In addition, the MeSMLR-seq data revealed nucleosome occupancy and chromatin accessibility profiles consistent with the previous studies based on bulk-cell short-read data (Hughes and Rando 2014) upstream of the TSS, gene body region, and binding region of several important transcriptional regulators (Supplemental Note 1; Supplemental Figs. S5, S6), as well as revealing the dynamics of chromatin status during transcription changes in response to different nutrition conditions (Supplemental Note 2; Supplemental Fig. S7).

### Quantitative relationship between gene expression and chromatin accessibility in cell populations

Though the analyses above showed that the promoters of the highly expressed genes over a cell population were generally more accessible than the lowly expressed genes (Supplemental Fig. S5), the quantitative relationship between promoter openness and gene transcription in a cell population remained unclear. Based on unique MeSMLR-seq data, we were able to calculate the fraction of a cell subpopulation with an open promoter of a given gene. With single-cell RNA-seq data for 2812 yeast cells generated in this study (Supplemental Methods), we also calculated the fraction of cells with expression (read count ≥1) of a given gene (referred to as expression frequency). 

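Single-cell RNA-seq was made from spheroplasts of cells grown in 2% glucose, which were loaded in sorbitol on a 10x controller with the Single Cell 3′ v2 kit. The deposited counts are numbers of unique molecular identifiers (UMIs) for 7126 genes in 4 parts, S1 to S4, which the authors made with Cell Ranger 2.1.1. The 4 parts held 5028, 5212, 4556 and 4867 cell barcodes, with 7580289, 8049221, 6314179 and 7148946 UMIs. Median UMIs per barcode were 1082.5, 1105, 1007 and 1060, the lowest value was 500 in each, and the highest ranged from 17546 to 21051. A barcode had UMIs of 591.5 to 635 genes (medians of the 4 parts). The parts share their cells: of 5293 distinct barcodes, 4467 (84.4%) occurred in all 4 and 226 in only 1. They were therefore treated as 1 sample, and for each gene and barcode the highest UMI count of the 4 parts was taken. A barcode then had UMIs of 1174 genes (median). Part of the molecules may have been counted in more than 1 part, so adding up the parts could overstate the depth. The share of cells with at least 1 UMI is not changed by it. The paper reports 2812 cells and refers for them to its Supplemental Methods, which were not used here. Its text does not name a filter, so every barcode was kept. As in the paper, a gene was expressed in a cell with at least 1 UMI. Intervals are exact (Clopper-Pearson) 95% intervals that cover counting error only, since there is 1 sample and cells are not replicates. For comparison, the barcodes of each part were thinned to 582 UMIs, and 1315 barcodes that did not reach it in every part were left out. A thinned cell expressed a gene if any of its 4 draws held a UMI. Thinning therefore set one depth per part, not per cell, and some difference in depth can remain. No doublet caller was run, so some barcodes may hold more than 1 cell.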

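Most glycolytic and cytoplasmic ribosomal protein genes had UMIs in most cells, and genes for carbon sources absent from the medium in few. The median expression frequency was 93.6% for 17 glycolytic genes, 92.0% for 138 cytoplasmic ribosomal protein genes, 66.0% for 10 histone genes and 62.1% for 37 ribosome biogenesis genes. It was 19.2% for mitochondrial ribosomal protein genes, 9.73% for the respiratory chain, 4.06% for the GAL regulon, 1.73% for gluconeogenesis and the glyoxylate cycle and 1.44% for hexose transporters. TDH3, ENO2 and FBA1, which encode glycolytic enzymes, and PDC1, which encodes pyruvate decarboxylase, had UMIs in 5293 of 5293 barcodes. CLN2, which encodes a G1 cyclin, was expressed in 35.5% of cells (interval 34.2 to 36.8%, 23.1% after thinning) and EMW1 in 28.9% (27.7 to 30.2%, 19.0% after thinning). TIP1, CHA1, CYS3, BAP2 and TAT1 were expressed in 74.7%, 71.1%, 67.7%, 50.1% and 38.1% of cells (65.5%, 59.2%, 57.3%, 34.8% and 25.3% after thinning), PHO5 in 25.2% (17.2%) and NRG2 in 9.03% (5.03%). AUA1 had UMIs in 10 of 5293 barcodes, or 0.189% (0.0906 to 0.347%), and GAL10 in 1.40% (1.10 to 1.75%, 0.654% after thinning). Genes specific to the other mating type were found in 2.85% (SAG1), 0.491% (STE3), 0.0945% (MF(ALPHA)2) and 0.0189% (MF(ALPHA)1) of the same cells, which may be their own low expression. The free RNA of abundant genes was not measured. LEU2, MET17 and URA3, which are deleted in the strain, had 0 UMIs in 5293 barcodes, which allows a UMI in up to 0.0567% of cells. This sets no limit on expression, since MFA1 also had none. Over all genes the median expression frequency was 10.7%. It was 5.98% after thinning each part to one depth, 4.60% as the mean of the 4 parts and 0.595% when 2 UMIs were required. Those 2 UMIs had to lie in the same part. Some abundant transcripts escaped the UMI counts: RPL41A, the gene with one of the 10 highest values of the bulk mean, had no UMI, and MFA2 had UMIs in 0.510% of cells.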

The expression frequency within a cell population was positively correlated with the fraction of cells with an open promoter (Fig. 7A). For example, the genes with an open promoter in ≥40% cells had a significantly larger expression frequency than the ones with an open promoter in <10% cells (*P*-value <2.2 × 10^−16^, Wilcoxon rank-sum test) (Fig. 7A).

**Figure 7.**
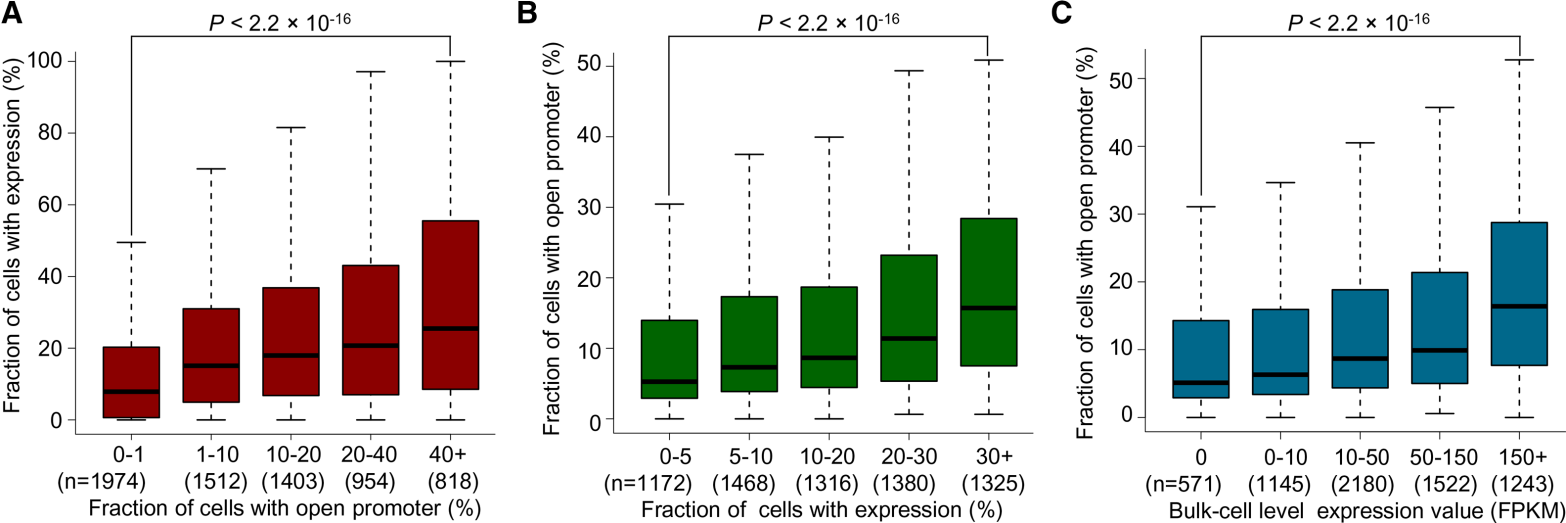
Quantitative relationship between chromatin accessibility and gene expression. (*A*,*B*) Quantitative relationship between chromatin accessibility and gene expression in a cell population. The former (*A*) was measured by the fraction of cells with an open promoter, and the latter (*B*) by the fraction of cells with expression (based on single-cell RNA-seq data). Genes were binned by one of the indices and the distribution of the other is shown. The gene was considered as “expressed” in a cell if the corresponding UMI (unique molecular identifier) count was ≥1. (*C*) Quantitative relationship between the bulk-cell gene expression and the cell population ratio of an open promoter. Genes were binned based on the bulk-cell gene expression level (RNA-seq data).

When grouping the genes based on expression frequency, we observed similar positive correlation (Fig. 7B). In addition, considering the bulk-cell expression, the highly expressed genes were present in relatively large fractions of a cell subpopulation with an open promoter in comparison to the lowly expressed ones (*P*-value <2.2 × 10^−16^, Wilcoxon rank-sum test) (Fig. 7C). These results suggest that chromatin accessibility of a promoter at the single-molecule/-cell level detected by MeSMLR-seq data can contribute to the prediction of gene expression level and frequency in a cell population.

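Of the cytoplasmic ribosomal protein genes, 132 of 138 were expressed in 30% or more of cells, as were 15 of 17 glycolytic genes, 36 of 37 ribosome biogenesis genes and 8 of 10 histone genes. Under 5% of cells expressed 14 of 19 hexose transporter genes, 12 of 14 genes for the use of sucrose and maltose, 11 of 14 genes of gluconeogenesis and the glyoxylate cycle, 10 of 12 genes of peroxisomal fatty acid oxidation, 6 of 10 GAL regulon genes and 8 of 8 genes of sporulation. The TCA cycle was spread out, with 5 of 18 genes at 30% or more and 3 under 5%, and so was the respiratory chain, with 3 and 6 of 23. Grouped over 5293 cells, 2442 of 7126 genes had an expression frequency under 5%, 979 one of 5 to 10%, 1506 one of 10 to 20%, 786 one of 20 to 30% and 1413 one of 30% or more, and 703 of those under 5% had no UMI. The groups depend on sequencing depth: each part thinned to one depth gave 3253, 1344, 1188, 489 and 852 genes in the same order. With at least 2 UMIs in the same part required, the groups held 5746, 499, 354, 162 and 365 genes. With the 4 parts weighted equally they held 3715, 1377, 1060, 354 and 620. The counts describe 1 sample and carry no test.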

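Genes with higher bulk FPKM in 2% glucose were expressed in more cells. The median expression frequency was 0.812% for the 1194 genes with a mean above 0 and up to 10 FPKM, 10.1% for the 2222 genes at 10 to 50 FPKM, 19.7% for the 1548 genes at 50 to 150 FPKM and 47.9% for the 1264 genes at 150 FPKM or more. After thinning, these medians were 0.427%, 5.63%, 11.6% and 33.6%. Of the genes at 150 FPKM or more, 957 were expressed in at least 30% of cells, against 352, 95 and 9 in the next lower groups. Among the 898 genes with a bulk mean of 0, 571 had no UMI and 0 reached 30%, but YMR001C-A was found in 20.8% of cells and OLI1, which encodes an ATP synthase subunit on mitochondrial DNA, in 10.2%. These 2 genes were picked after their values were seen. Active genes had a median frequency of 28.2% (17.5% after thinning). Over 7126 genes, expression frequency and bulk FPKM had a Spearman correlation of 0.866, which describes these genes and carries no p-value because genes are not independent. It was 0.775 over the genes at 1 FPKM or more. From the rise of both measures with the fraction of molecules with an open promoter, which was not analysed here, the paper proposes that accessibility can help to predict expression.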

### Coupled chromatin accessibility changes of adjacent genes during transcription reprogramming

Making full use of the single-molecule and long-range advantages of MeSMLR-seq data, we explored the coupled chromatin status changes of two adjacent glucose transporter genes, *HXT3* and *HXT6*, during transcription reprogramming. 

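HXT3 (YDR345C) spans 1704 bp on the minus strand of chromosome IV, from 1162957 to 1164660 in the R64 assembly, and HXT6 (YDR343C) 1713 bp from 1159608 to 1161320 on the same strand. The gap between the coding regions of the pair is 1636 bp. A close copy of HXT6, HXT7 (YDR342C), lies 3679 bp further on, from 1154216 to 1155928. HXT6 and HXT7 differ at 3 of 1713 bases (99.8% identical), and 95.1% of the 50-base stretches of HXT6 occur in HXT7. Most short reads from the coding region of one can therefore not be assigned to it. HXT3 shares 13.1% of its 50-base stretches with HXT6. The 300 bases after the stop codons of HXT6 and HXT7 share 0% of such stretches. Counts from the 3′ end can separate the 2 genes where their reads lie in those bases. Whether the deposited UMI counts include such reads was not tested.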

The transport of glucose across the plasma membrane is the first step of glucose metabolism, and the glucose (also called hexose) transporter genes play essential regulatory roles in glucose sensing, signaling, and utilization in a yeast cell (Ozcan and Johnston 1999). Hxt3 and Hxt6 have different affinities to glucose (low-affinity for Hxt3 and high-affinity for Hxt6) and thus respond differently to the change of glucose concentration. 

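HXT3 averaged 1714 ± 203.5 FPKM (SD, n = 3) in 2% glucose, 1508 ± 133 at 1%, 397 ± 18.9 at 0.5% and 20.4 ± 3.70 at 0.125%. HXT6 averaged 4.13 ± 3.30, 6.40 ± 4.38, 21.7 ± 10.5 and 19.6 ± 10.5 FPKM in the same order, so its 3 libraries lay far apart in each medium. HXT3 fell as glucose fell (Spearman's rho = 0.928 over 12 libraries, two-sided permutation test with 100000 resamples, p = 9.0e-05, and 1.8e-04 after Benjamini-Hochberg adjustment over the 2 genes). HXT6 rose as glucose fell (rho = -0.756, two-sided permutation p = 0.00755, adjusted over the 2 genes 0.00755). Pearson's r with log2 glucose, a later addition, was 0.969 for HXT3 (two-sided permutation p = 1.0e-05, the smallest the resamples can give, adjusted 2.0e-05) and -0.654 for HXT6 (permutation p = 0.0222, adjusted 0.0222). Without the 3 libraries at 0.125%, also a later addition, r was 0.897 for HXT3 and -0.746 for HXT6. For HXT6 the p-value of r lay above 0.05 in 2 of the 12 cases with 1 library left out, while r stayed near its value: r was -0.589 (two-sided permutation p = 0.0575) without replicate 3 of 2% glucose and -0.588 (permutation p = 0.0574) without replicate 1 of 0.125% glucose. Against 2% glucose, HXT3 changed by -0.18 ± 0.12, -2.102 ± 0.12 and -6.33 ± 0.12 (log2 change ± SE) at 1%, 0.5% and 0.125% (limma, adjusted p = 0.9, 7.3e-07 and 2.6e-11), so the change at 1% did not pass. HXT6 differed by 0.56 ± 0.68, 2.32 ± 0.68 and 2.099 ± 0.68, none of which passed 0.01 (limma, adjusted p = 0.996, 0.0239 and 0.0252). Compared with 2% glucose, 3 libraries against 3, the two-sided exact permutation test gave p = 0.3, 0.1 and 0.1 for HXT3 and 0.6, 0.1 and 0.1 for HXT6, where 0.1 is the smallest value possible. HXT7, from which HXT6 reads can hardly be separated, averaged 8.82 ± 6.43, 14.3 ± 7.38, 53.2 ± 2.17 and 71.2 ± 9.53 FPKM and passed at 0.5% and 0.125% (log2 change 2.73 and 3.13, limma, adjusted p = 0.00129 and 2.6e-04), although adjusted p at 0.5% was 0.015 with only the 2 media in the limma fit. The sum of HXT6 and HXT7 gave rho = -0.864 with glucose (two-sided permutation p = 9.7e-04). HXT1, another low-affinity transporter gene, fell from 399 ± 35.2 FPKM in 2% glucose to 0.723 ± 0.0952 at 0.125%. From the low affinity of Hxt3 and the high affinity of Hxt6 for glucose, the paper reasons that the pair of genes respond differently to it. Galactose in the 3 lower glucose media rose as glucose fell. Yet HXT3 also fell and HXT6 rose in raffinose, without galactose (log2 change -7.04 and 3.60, limma, adjusted p = 4.3e-08 and 0.0011), so such changes do not need galactose.

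**Figure D1:**
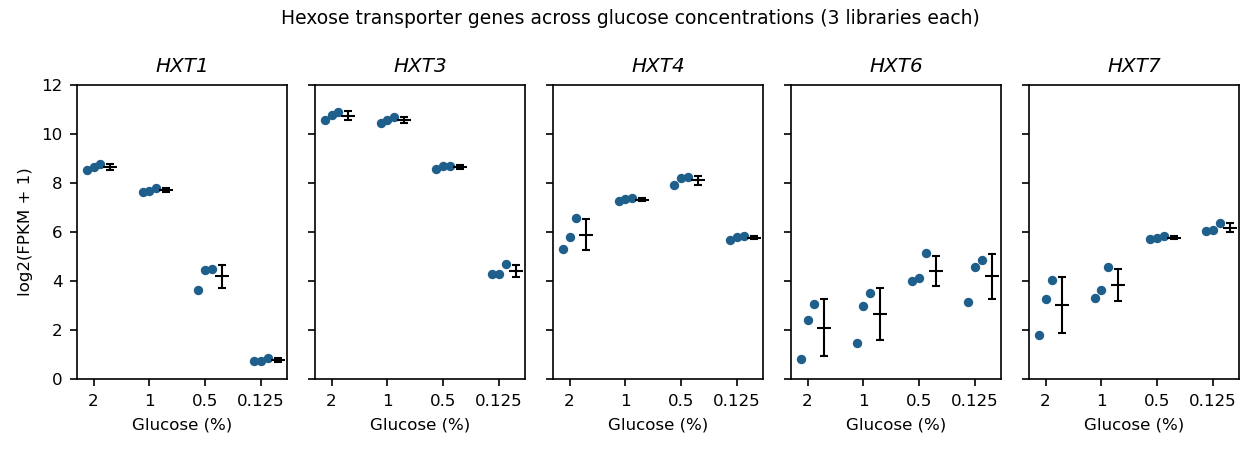
Levels of 5 hexose transporter genes as log2(FPKM + 1) in 3 libraries per glucose concentration, with mean and SD beside them. HXT3 had a mean log2 level of 10.74 in 2% glucose and 4.41 at 0.125%, and HXT6 one of 2.09 and 4.19.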

With the decrease of glucose concentration, the expression of *HXT3* decreased, whereas *HXT6* increased, which corresponded to their low- and high-affinity to glucose (Fig. 8A).

**Figure 8.**
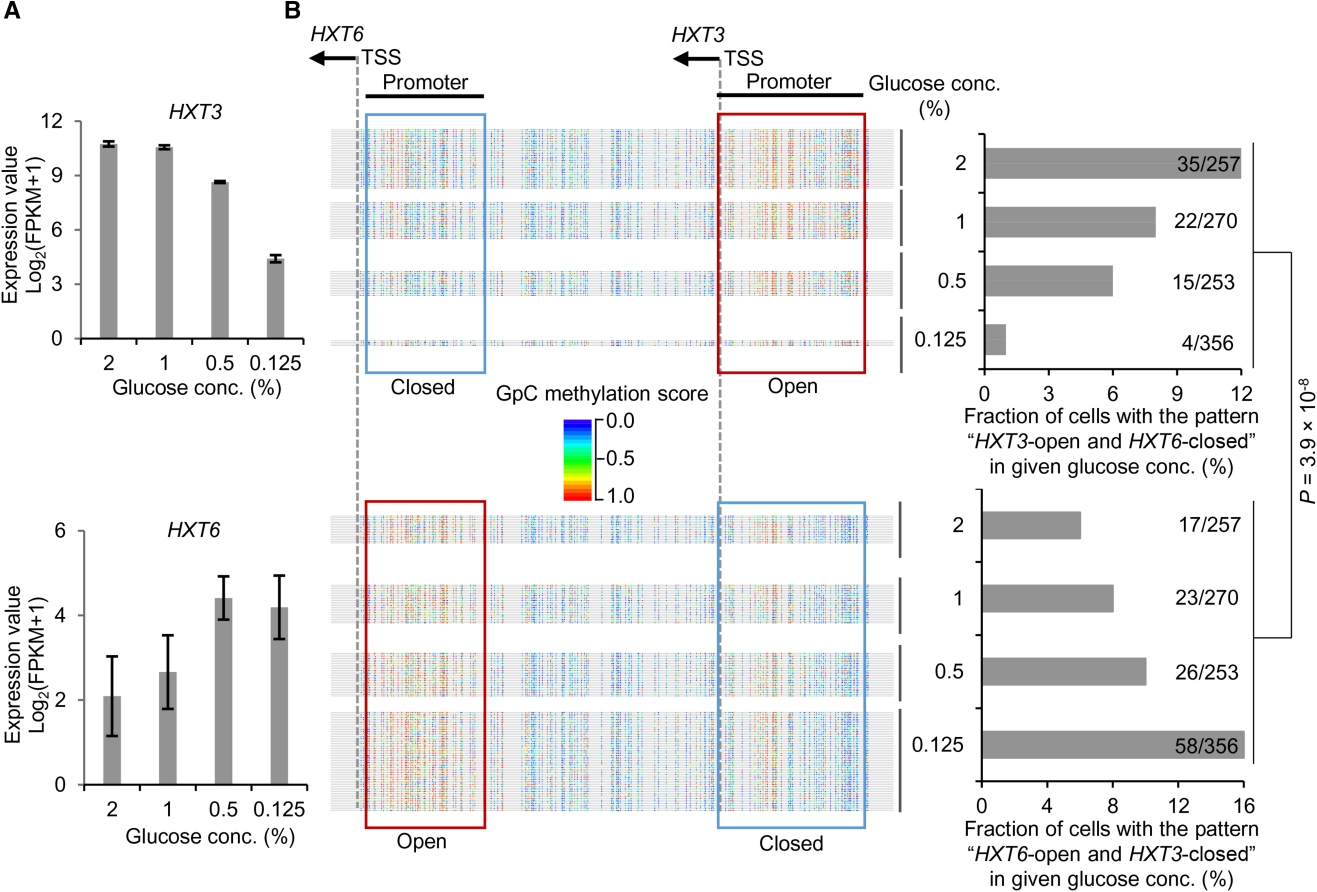
Relationship between chromatin accessibility and coexpression of *HXT3* and *HXT6*. (*A*) Expression levels of *HXT3* and *HXT6* in response to glucose concentration change. FPKM from bulk-cell RNA-seq data was taken as the expression level. (*B*) Change of the coupled chromatin statuses of *HXT3* and *HXT6* in response to different glucose concentrations. Chromatin accessibility in promoters of *HXT3* and *HXT6* at the single-cell level is shown. Each line represents a molecule (i.e., cell). GpC site is labeled as a rainbow-color dot, with methylation score from 0 (blue) to 1.0 (red). A promoter was defined as “open” (highlighted by red box) if the methylation scores of the including GpC sites had a median value greater than 0.5, and “closed” (highlighted by blue box) otherwise. Cells are shown in four groups that corresponded to four glucose concentrations. The cell fractions are also shown on the bar charts. The *P*-value was calculated by a χ^2^ test under the null hypothesis that alternative openness status of the two genes was independent of glucose concentration.

For each glucose concentration (2%, 1%, 0.5%, and 0.125%), we counted MeSMLR-seq molecules to estimate the fractions of cell subpopulations with two opposite coupled chromatin accessibility patterns: “Open-*HXT3* and Closed-*HXT6*” and “Closed-*HXT3* and Open-*HXT6*”. The fraction of cell subpopulation with the coupled pattern “Open-*HXT3* and Closed-*HXT6*” decreased along with the reduction of glucose concentration, whereas “Closed-*HXT3* and Open-*HXT6*” increased (Fig. 8B). The changes of two coupled patterns significantly matched the expression dynamics of two genes in response to a glucose concentration change (*P*-value <3.9 × 10^−8^, χ^2^ test) (Fig. 8). These proof-of-concept results highlight the promising utility of MeSMLR-seq for studying complex epigenetic changes during transcription reprogramming.

## Discussion

In this study, we showed the consistent bulk-level nucleosome occupancy and chromatin accessibility profiles generated by MeSMLR-seq with existing methods. With the unique output of MeSMLR-seq, we investigated the organization principles of nucleosomes surrounding TSSs and studied the heterogeneity of combinatorial chromatin statuses over multiple genomic regions. Together with single-cell RNA-seq data, the relationship between chromatin accessibility and gene transcription was investigated quantitatively. Finally, we revealed the coupled chromatin changes of adjacent genes during transcription reprogramming.

A large number of studies have demonstrated key regulatory roles for nucleosome positioning and chromatin accessibility in eukaryotic gene expression (Li et al. 2005, 2007; Petesch and Lis 2008; Jiang and Pugh 2009) as well as DNA repair, recombination and other DNA-dependent processes (Lipford and Bell 2001; Dalal et al. 2007; Schwartz et al. 2009; Tilgner et al. 2009; Cole et al. 2011; Lai and Pugh 2017). The relationship between nucleosome positioning, chromatin accessibility, and gene expression has been studied most extensively (Rando and Winston 2012). However, unlike the well-studied heterogeneity of gene expression based on single-cell analyses, the heterogeneity of nucleosome positioning and chromatin accessibility is poorly studied due to limitations in experimental and sequencing techniques. Previous bulk-cell studies based on well-developed experimental techniques established the fundamental knowledge base, while their corresponding versions at the single-cell platforms have not yet led to more details. This is largely due to the sparse sequencing coverage and short read length. MeSMLR-seq provides an alternative way to address this bottleneck: Long read length guarantees the full length of the genomic region of interest (e.g., whole gene body together with the flanking neighborhood) can be covered by many single reads (that is, single DNA molecules). In the application to haploid organisms, a MeSMLR-seq read population represents the cell population, so the heterogeneity at the cell level can be investigated. In this study, MeSMLR-seq provides a long-range chromatin status landscape and nucleosome occupancy detection at the single-molecule/-cell level. The investigation of coupled chromatin changes and differential nucleosome organization principles in response to nutrition changes underline the unique MeSMLR-seq output for exploring these complex epigenetic events.

However, it should be noted that the molecule-cell link does not hold in diploid or polyploid organisms, as the molecule populations are a mix of allele-specific and cell-specific events. It leads to challenges and opportunities in the further development of new experimental (e.g., single-cell barcoding) and statistical (e.g., data deconvolution) approaches. Once cell subpopulations can be reconstructed from a molecule population, we could distinguish the allele-specific epigenome precisely from different cell subpopulations and achieve more accurate investigation of how epigenetics events behave differently at different alleles. Regardless of the wide interest in the cell-level study, the characterization of nucleosome positioning and chromatin status at single DNA molecules by MeSMLR-seq will also bring very unique and informative data to reveal the dynamic nucleosome positioning mechanism, such as assembly, disassembly, and sliding.

Besides the single-molecule information, the long length of MeSMLR-seq reads, which allows correlation analysis of exogenous and endogenous methylation statuses over different positions, could be informative for some research topics: (1) Correlation of exogenous 5mC events has shown the nucleosome occupancy pattern in this study (Fig. 2B), and thus DNA loops or other larger spatial chromatin domains that affect exogenous methylation could also be identified, which would require specific library preparation to generate even longer ONT reads; (2) as endogenous 5mC can also be detected, MeSMLR-seq can be applied to higher organisms (e.g., human) to study how methylation status at different genomic regions coordinates, but it could also provide direct evidence to address the controversial topics about how methylation status and nucleosome positioning and chromatin openness correlates. For example, in human cells, the endogenous 5mC mainly occurs at CpG sites and can be distinguished from exogenous GpC-specific 5mC detection using ONT data. Thus, the DNA methyome, nucleosome occupancy, and chromatin accessibility can be simultaneously measured on a single DNA molecule in human. Further, the ultralong length of ONT reads (up to Mbps) enables the analysis of the coupled dynamics of DNA methylation and chromatin status of adjacent genes, since the median distance between adjacent genes is 36 kb in human.

From a technical viewpoint, there are relatively few applications of ONT data in epigenetics research, as the corresponding experimental approaches or bioinformatics methods are rarely developed, although numerous applications of ONT data have been published rapidly with improved data quality and cost efficiency. In addition to the previously reported studies of identifying methylation and three-dimensional spatial organization of chromatin (https://nanoporetech.com/resource-centre/pore-c-using-nanopore-reads-delineate-long-range-interactions-between-genomic-loci), MeSMLR-seq contributes a new technique in the toolkit of single-molecule long-read sequencing to obtain first-hand details of epigenetics at single DNA molecules. More innovative studies with single-molecule long-read sequencing should be explored and expected to advance our studies to discover novel and complex biological insights.

## Methods

### Yeast strain and growth

The *Saccharomyces cerevisiae* BY4741 strain was used in this study. 

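The RNA of all 18 bulk libraries carried marks of this strain. LEU2, MET17 and URA3, which are deleted in BY4741, were listed at 0 FPKM in 18 of 18 libraries. HIS3, whose deletion in BY4741 leaves part of the gene in place, was at 42.6 to 94.1 FPKM (median 62.7). Genes expressed only in MATa cells were present: the pheromone gene MFA2 at 1463 to 5872 FPKM (median 3228), the receptor gene STE2 at 434 to 1027 (median 602), STE6 at 63.2 to 133.5, BAR1 at 105 to 239.7 and AGA2 at 153 to 532 FPKM. Genes of the MATalpha type were low, with MF(ALPHA)1 at 0 to 3.55 FPKM, STE3 at 1.01 to 5.14 and SAG1 at 16.8 to 24.7. Genes of sporulation, which diploids undergo, were at 7.54 to 16.4 FPKM (IME1), 4.73 to 11.8 (IME2) and 1.41 to 5.46 (NDT80), and SPS4 reached 27.6 FPKM.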

Yeast cells were separately grown at 30°C in media including 1% yeast extract, 2% peptone, and different carbon sources. Yeast cells were collected in the mid-log phase (OD_600_ of 0.3–0.6) and subjected to MeSMLR-seq, bulk-cell RNA-seq, and single-cell RNA-seq experiments (Supplemental Table S4; Supplemental Methods).

### MeSMLR-seq experiment

Preparation and methylation of yeast spheroplasts were performed as previously described (Fig. 1; Small et al. 2014). Briefly, yeast cells were treated with Zymolyase (final conc. = 0.25 mg/mL; amsbio) in 1 M sorbitol and 50 mM Tris (pH 7.4), and 10 mM β-mercaptoethanol. Spheroplasts were washed twice using 1 M sorbitol before methyltransferase treatment. GpC-specific methyltransferase M.CviPI (NEB) supplemented with 160 µM SAM S-adenosylmethionine was used to methylate spheroplasts at 37°C for 45 min. Genomic DNA was extracted using PCI (phenol:chloroform:isoamyl alcohol, 25:24:1) and purified by a Genomic DNA Clean & Concentrator-10 kit (Zymo Research).

We denote the above mentioned genomic DNA that undergoes in vivo spheroplast methylation as the target sample of MeSMLR-seq. Native genomic DNA extracted from yeast without M.CviPI treatment was used as the negative control (all cytosines at GpC sites are unmethylated). There is no endogenous 5mC in the yeast genome, as reported in a previous study (Capuano et al. 2014). Genomic DNA treated with M.CviPI (without spheroplast methylation) was used as a positive control (all cytosines at GpC sites are 5mCs).

The efficiency of M.CviPI methylation was evaluated using bisulfite sequencing as previously described (Small et al. 2014). First, bisulfite conversion was performed using a EZ DNA Methylation-Lightning kit (Zymo Research). Second, PCR amplification targeted to specific genomic regions was performed by ZymoTaq PreMix (Zymo Research). The *CHA1* gene region (Chr III: 15,713–16,074), *CYS3* gene region (Chr I: 130,966–131,117), *GAL10* gene region (Chr II: 278,464–278,738), and *PHO5* gene region (Chr II: 430,248–430,388) were amplified for evaluating the methylation efficiency of the positive control. The *PHO5* gene region (Chr II: 430,843–431,498), which was shown in Figure 1 of the previous study (Small et al. 2014), was used to estimate the efficiency of spheroplast methylation (i.e., the target sample of MeSMLR-seq). Third, TA cloning was performed by a TOPO TA Cloning kit (Life Technologies). Single colonies were picked and plasmids were extracted using a QIAprep Spin Miniprep kit (QIAGEN). Finally, plasmids were sequenced by Sanger sequencing. For a positive control, we estimated the efficiency of methylation as the percentage of 5mC over all GpC sites (totally 53 GpC sites for four target gene regions). Three single colonies were sequenced per gene region; and the methylation efficiency of the positive control was ([53 × 3] − 1)/(53 × 3) = 99.37%. For the target sample of MeSMLR-seq, we considered it as successfully methylated if the single colony included at least one 5mC. In total, 10 colonies were sequenced, and the methylation success rate of the target sample was up to 100% (10/10). The Sanger sequences for templates and colonies are provided in Supplemental Table S5.

Native genomic DNA (negative control), methylated genomic DNA (positive control), and extracted genomic DNA after spheroplast methylation (target sample) were directly submitted to ONT sequencing. In brief, the genomic DNA was fragmented (size = 8 kb) using Megaruptor. A sequencing library was prepared using the 1D Ligation Sequencing kit (SQK-LSK108). ONT sequencing was performed using the GridION platform with R9.4.1 flow cells.

### MeSMLR-seq data preprocessing

The software Albacore developed by ONT was used to perform base-calling for ONT raw signals. The base-called ONT sequencing data were aligned to the sacCer3 reference genome using BWA software (version 0.7.17-r1188) (Li and Durbin 2010) with the “mem” mode and the “-x ont2d” parameter. Nanopolish (version 0.8.5) (Simpson et al. 2017) with the “eventalign” mode and the “--scale-events” parameter was used to generate the alignments between event levels and 6-mers for each sequencing molecule, which were utilized for the following GpC-specific 5mC detection.

Since we used the ONT 1D sequencing strategy in this study, a DNA molecule from a yeast cell might be sequenced twice (i.e., forward and reserve strands). Thus, to achieve the “one-to-one” link between the ONT sequencing molecule and haploid yeast cell, we classified all molecules into two groups based on their aligned genomic strands: forward and reverse.

The information of MeSMLR-seq data (including data size, read length, error rate, alignment rate, and genome coverage) was summarized in Supplemental Table S1.

### GpC-specific 5mC detection at the single-molecule level and single-base resolution by MeSMLR-seq

For each 6-mer pattern that includes cytosine of GpC dinucleotide, represented here by *k*, we trained two models for the event level; one was for unmethylated cytosine and the other for methylated cytosine. We modeled the event level for unmethylated cytosine by a Gaussian distribution $N(\mu_{0},\sigma_{0}^{2})$. From the negative control data preprocessed by “nanopolish eventalign,” we pooled the event levels that were aligned to *k* and estimated *μ*_0_ and $\sigma_{0}^{2}$ by the sample mean and variance, respectively. Considering the fact that the efficiency of exogenous methylation was not always 100% (99.37% in our experiment) (Supplemental Fig. S1A, right panel), we modeled the event level for methylated cytosine by a Gaussian mixture model $\rho N(\mu_{1},\sigma_{1}^{2})+(1-\rho )N(\mu_{2},\sigma_{2}^{2})$, 0 < *ρ* < 1. The parameters *μ*_1_, *μ*_2_, $\sigma_{1}^{2}$, $\sigma_{2}^{2}$, and *ρ* were estimated based on the event levels from positive control data by EM algorithm. Denote the probability density functions of the two models as *f*_*N*_(*x*;*k*) (unmethylated cytosine) and *f*_*P*_ (*x*;*k*) (methylated cytosine), respectively. Namely,

$$f_{N}(x;k)=\frac{1}{\sqrt{2\pi }\sigma_{0}}e^{-\frac{{\left(x-\mu_{0}\right)}^{2}}{2\sigma_{0}^{2}}},$$

$$f_{P}(x;k)=\rho \frac{1}{\sqrt{2\pi }\sigma_{1}}e^{-\frac{{\left(x-\mu_{1}\right)}^{2}}{2\sigma_{1}^{2}}}+(1-\rho )\frac{1}{\sqrt{2\pi }\sigma_{2}}e^{-\frac{{\left(x-\mu_{2}\right)}^{2}}{2\sigma_{2}^{2}}}.$$

The *x* in the above formulas represents the value of the event level. The area of the overlapped region under the two probability density functions *f*_*N*_ (*x*;*k*) and *f*_*P*_ (*x*;*k*) is calculated. The discrimination of the 6-mer *k* is defined as 1 − the area of overlap.

Given a sequencing molecule from the target sample, we detected 5mC for all GpC sites. For each of the GpC sites, we listed all the 6-mers on the reference genome that cover the cytosine at the dinucleotide (Supplemental Fig. S1A, left panel). The 6-mer with >1 GpC site included or >10 aligned event levels from the molecule was excluded for 5mC detection. Among the remaining 6-mers, the one with the maximal discrimination was chosen for the calculation of methylation score. Denote *k*′ as the selected 6-mer, and *x*′ as the event level that was aligned to *k*′. The event level *x*′ was filtered out if one of log*f*_*P*_ (*x*′;*k*′) or log*f*_*N*_ (*x*′;*k*′) was <−10; otherwise, the methylation score of the GpC site was calculated as

$$s=\frac{\;f_{P}(x\prime ;k\prime )}{\;f_{P}(x\prime ;k\prime )+f_{N}(x\prime ;k\prime )}.$$

The score *s* was essentially the posterior probability of methylation given a noninformative prior. If multiple event levels were aligned to *k*′, then *f*_*P*_ (*x*′;*k*′) and *f*_*P*_ (*x*′;*k*′) were replaced by the product of the multiple likelihood.

As a cross-validation, we randomly split each of the negative control and positive control data into two halves. One of the halves was used to train the models. Using the trained models, we detected 5mC on the other half. With the real methylation status of the test data being known, we were able to evaluate the detection results. It turned out that the area under the ROC curve was 0.86 (Fig. 2A).

### Nucleosome occupancy detection at the single-molecule level by MeSMLR-seq

We developed a bioinformatics method, named NP-SMLR, to detect and phase nucleosomes at the single-molecule level (Fig. 2C; Supplemental Code).

Let *X*_1_ *X*_2_…*X*_*l*_ be a molecule, where *X*_*i*_ is the *i*-th base. Denote *s*_*i*_ as the methylation score of *X*_*i*_, if *X*_*i*_ is the cytosine of the GpC dinucleotide. Suppose that the event levels of all GpC sites are independent. Nucleosome occupancy detection refers to finding a path ****π**** = *π*_1_*π*_2_…*π*_*l*_ that maximizes the likelihood of signals

$$\pi^{*}=\underset{\pi }{\mathrm{argmax}}\overset{n}{\underset{t=1}{\prod }}\mathrm{Pr}(s_{i_{t}}|\pi_{i_{t}}).$$

*π*_*i*_ takes the value from {*L*, *N*_1_, *N*_2_, …, *N*_147_}. *L* represents the linker region; *N*_*m*_ represents the *m*-th base within a nucleosome; *i*_1_, *i*_2_, …, *i*_*n*_ are the positions of cytosines that belong to GpC dinucleotides. The elements of path ****π**** are restricted such that: (1) *N*_*m*_ is followed by *N*_*m*+1_ (1 ≤ *m* ≤ 146); (2) *N*_147_ is followed by *L*; and (3) *L* is followed by *L* or *N*_1_.

Based on the methylation scores of all GpC sites from all molecules in negative and positive control training data, we can fit two density curves using the “density” command in R (version 3.3.0; R Core Team 2016), respectively. The two density functions are denoted as *q*_*N*_ (·) and *q*_*P*_ (·), respectively (Supplemental Fig. S1B). A dummy methylation score *s*_*i*_ = −1 is added for *X*_*i*_ if it is not a cytosine of GpC dinucleotide. Define

$$p_{i}(\pi_{i})≜1_{\left\{s_{i}=-1\right\}}+1_{\left\{s_{i}\neq -1\right\}}\cdot \mathrm{Pr}(s_{i_{t}}|\pi_{i_{t}})=1_{\left\{s_{i}=-1\right\}}+1_{\left\{s_{i}\neq -1\right\}}\cdot q_{P}{\left(s_{i}\right)}^{1_{\left\{\pi_{i}=L\right\}}}\cdot q_{N}{\left(s_{i}\right)}^{1_{\left\{\pi_{i}\neq L\right\}}}.$$

Let $a_{\pi_{i},\pi_{i+1}}$ be the compatibility indicator of two adjacent states such that

$$a_{\pi_{i},\pi_{i+1}}=1_{\left\{\pi_{i}=N_{m},\pi_{i+1}=N_{m+1},1\leq m\leq 146\right\}}+1_{\left\{\pi_{i}=L,\pi_{i+1}=N_{1}\right\}}+1_{\left\{\pi_{i}=L,\pi_{i+1}=L\right\}}.$$

The objection function can therefore be expressed as

$$L=p_{1}(\pi_{1})\overset{n}{\underset{i=2}{\prod }}p_{i}(\pi_{i})a_{\pi_{i-1},\pi_{i}}.$$

Define

$$\ell_{k,\zeta }=\underset{\pi_{1}\cdots \pi_{k},\pi_{k}=\zeta }{\max}p_{1}(\pi_{1})\overset{k}{\underset{i=2}{\prod }}p_{i}(\pi_{i})a_{\pi_{i-1},\pi_{i}}.$$

Then, the maximum of objection function can be obtained by iteration

$$\ell_{k+1,\xi }=\underset{\zeta }{\max}\ell_{k,\zeta }\cdot p_{k+1}(\xi )\cdot a_{\zeta ,\xi },$$

$$\underset{\pi }{\max}L=\underset{\xi }{\max}\ell_{n,\xi }.$$

Accordingly, π* can be obtained through dynamic programming (Fig. 2C). We start by building an *l* × 148 matrix *V*. Line *i* corresponds to *X*_*i*_, the *i*-th base of the molecule. Column 1 corresponds to the linker, and the other columns (from Column 2 to Column 148) correspond to *N*_1_, *N*_2_, …, *N*_147_, separately. Initialize *V*[1, 1] = *p*_1_(*L*), and *V*[1, *j*] = *p*_1_(*N*_*j*−1_), 2 ≤ *j* ≤ 148. Elements in Line *i*(2 ≤ *i* ≤ *n*) are then calculated iteratively. For Column 1, the element *V*[*i*, 1] is set as max{*V*[*i* − 1, 1], *V*[*i* − 1, 147]}*q*_*P*_(*s*_*i*_) if *X*_*i*_ is cytosine of GpC, or max{*V*[*i* − 1, 1], *V*[*i* − 1, 147]} otherwise. For Column *j* (2 ≤ *j* ≤ 148), *V*[*i*, *j*] is set as *V*[*i* − 1, *j* − 1]*q*_*N*_(*s*_*i*_), or *V*[*i* − 1, *j* − 1] otherwise. When updating an element, we record the position of the previous element that leads to the maximal value and store the position as a pointer. After updating all elements, the maximal element in the last line is found (elements that equal to 1 are not considered), and the nucleosome occupancy detection is completed through the backtracking of pointers. All calculations are performed in log scale to avoid rounding error.

We evaluated the accuracy of nucleosome occupancy detection (NP-SMLR) through simulation tests under different nucleosome coverage and GpC frequency (Fig. 2D). In detail, DNA sequence (3-kb length) was simulated with randomly assigned GpC sites at a given frequency. Lengths of linkers between nucleosomes were sampled independently and sequentially. Each time, the linker length was sampled from the normal distribution $N(\nu_{1},\gamma_{1}^{2})$ with probability *τ*, and $N(\nu_{2},\gamma_{2}^{2})$ with probability 1 − *τ*, corresponding to regular nucleosome array and open region with specific biological functions, respectively. We set *ν*_2_ > *ν*_1_ and $\gamma_{2}^{2}>\gamma_{1}^{2}$. Nucleosomes were then placed on the DNA sequence, with their distance being set as the above simulated linker length. Methylation scores for GpC sites occupied by nucleosomes were generated based on the score distribution of negative control data, whose density function was *q*_*N*_ (·). For GpC sites within linkers, *q*_*P*_ (·) was used instead. NP-SMLR was applied on the simulated sequence. Denote $\hat{Z_{i}}$ and *Z*_*i*_ as the predicted and real indicators of whether the *i*-th base locates in nucleosome or not, respectively. The accuracy was defined as

$$A=\frac{1}{l}\overset{l}{\underset{i=1}{\sum }}1_{\left\{\hat{Z_{i}}=Z_{i}\right\}},$$

where *l* is the length of the simulated DNA sequence. In simulation tests, we set *ν*_1_ = 15, *γ*_1_ = 5, *γ*_2_ = 10, *τ* = 0.1. We set *ν*_2_ as 15, 50, 100, 200, 300, 400, 500, and 600, respectively, to achieve different nucleosome coverage (defined as the proportion of bases covered by nucleosomes). For each parameter setting, the above simulation was carried out 1000 times.

### Bulk-cell level nucleosome occupancy analyses based on MeSMLR-seq data

The genomic coordinates of all nucleosomes predicted by NP-SMLR at the single-molecule level were pooled and subjected to iNPS software (version 1.2.2) (Chen et al. 2014) with default parameters to generate bulk-cell level nucleosome occupancy profiles and to call nucleosome peaks.

The nucleosome occupancy profiles were used to generate Figure 3, A and B, Figure 4, D and E (upper panel), Supplemental Figure S5, A and B, and Supplemental Figure S6, D and E. The nucleosome peaks called by iNPS were used for the comparison with MNase-seq (Fig. 3C).

### Measurement of nucleosome positioning heterogeneity

The heterogeneity of nucleosome positioning was measured by the variation of the +1 nucleosome positioning relative to the TSS across different cells (Fig. 4B; Supplemental Fig. S2A). For each molecule/cell, we first defined the nucleosome whose center was located downstream from the TSS and closest to the TSS as the +1 nucleosome. Next, we sorted the distances between the +1 nucleosome and the TSS and removed the upper 10% values for robustness. The standard variance of the remaining values was used to represent the heterogeneity of nucleosome positioning for each gene.

### Measurement of nucleosome spacing uniformity

The uniformity of nucleosome spacing was measured by the variation of the distance between adjacent nucleosomes (i.e., the length of linker region) (Fig. 4C; Supplemental Fig. S2B). For each gene, the molecules that fully covered the region (from 500 bp upstream of to 100 bp downstream from the TSS) were chosen. For each molecule, we calculated the lengths of all linker regions that were located in the region “−500, +100”. Then, we calculated the absolute deviation of linker length pair-wisely. The sum of the deviation values was divided by the number of linker pairs. The obtained value, which described the variation of nucleosome distance, was namely the nucleosome spacing uniformity.

### Chromatin accessibility mapping at the single-molecule level based on MeSMLR-seq data

Based on the methylation scores of all GpC sites per molecule, we detected accessible chromatin regions along the molecule. Given a single molecule *X*_1_ *X*_2_…*X*_*l*_, where *X*_*i*_ is the *i*-th base, we defined the interval from *X*_*i*_ to *X*_*j*_ as an accessible region if: (1) *X*_*i*_ and *X*_*j*_ were adjacent GpC sites; (2) the corresponding methylation scores *s*_*i*_ and *s*_*j*_ were >0.5; and (3) the distance between *X*_*i*_ and *X*_*j*_ was <100 bp. The continuous accessible regions were merged. Given an accessible region, the chromatin accessibility score was defined as the median methylation score among all GpC sites within this region.

In this study, we only considered the accessible regions with the length ≥100 bp for each molecule. A genome-wide chromatin accessibility profile was generated through merging accessible regions of all molecules. The chromatin accessibility profile was used to generate Figure 5, A and B, Figure 6 (upper panel), Supplemental Figure S4, A and B, Supplemental Figure S5C, Supplemental Figure S6, B and C, and Supplemental Figure S7A.

### Chromatin accessibility peak calling at the bulk-molecule/-cell level based on MeSMLR-seq data

We defined significantly accessible genomic regions as described in the previous study (Grünberg et al. 2016). Let *G*_*i*_ be the *i*-th base of the genome. Denote $X_{i}^{\left(1\right)},X_{i}^{\left(2\right)},\ldots ,X_{i}^{\left(M\right)}$ as the bases from *M* sequencing molecules that covered *G*_*i*_, and $s_{i}^{\left(1\right)},s_{i}^{\left(2\right)},\ldots ,s_{i}^{\left(M\right)}$ as the corresponding methylation scores if *G*_*i*_ is a GpC site. Define $r_{i}=1/M\sum_{\;j=1}^{M}1_{\left\{s_{i}^{\left(j\right)}>0.5\right\}}$, which is the ratio of methylated bases (methylation score >0.5), and denote $\bar{r}$ as the average of ratios of all GpC sites. We defined the interval between *G*_*i*_ and *G*_*j*_ as a significantly accessible region if: (1) *G*_*i*_ and *G*_*j*_ were adjacent GpC sites; (2) $r_{i}>1.5\bar{r}$, and $r_{j}>1.5\bar{r}$; and (3) the distance between *G*_*i*_ to *G*_*j*_ was <100 bp. The continuous accessible regions were merged to generate a longer accessible genomic region (referred to as “chromatin accessibility peak”).

In this study, we only considered the peaks with the length ≥100 bp. For sequencing molecules aligned to forward and reverse genomic strands, we defined chromatin accessibility peaks separately. The overlapped peaks between the forward and reverse strands were used for the comparison with two existing methods (i.e., ATAC-seq and DNase-seq) (Fig. 5C).

### Definition of gene promoter region and measurement of gene accessibility

To quantitatively measure the accessibility of genes, we first defined the promoter region for each gene. Briefly, chromatin accessibility peaks (including both forward and reverse strands) were called using MeSMLR-seq data for each biological sample. For each biological sample, the overlapped peaks between forward and reverse strands for MeSMLR-seq were merged together. Next, we combined the merged peaks of MeSMLR-seq from all biological samples and the overlapped peaks between two biological replicates of DNase-seq. For each gene, (1) if there was only one peak that was located within the upstream 500 bp and downstream 100 bp of the TSS (named “−500, +100” region), the peak was defined as the promoter region; or (2) if there were multiple peaks that were located in the “−500, +100” region, the peak that had the longest overlap was defined as the promoter region; or (3) if there was no peak locating in the region “−500, +100”, the region “−500, +100” was defined as the promoter region.

At the single-molecule level, the accessibility score of a gene was calculated as the median methylation score among all GpC sites within the promoter region. For all molecules covering the promoter of a given gene, we categorized them into two chromatin statuses: “open” if the accessibility score was >0.5; “closed” otherwise. The defined promoter region and the corresponding accessibility score were used to generate Figure 5E, Figure 6 (upper panel), Figure 7, Figure 8, Supplemental Figure S6A, and Supplemental Figure S7D.

### Analyses of dynamic gene expression and chromatin accessibility among three carbon sources

Differentially expressed genes were identified using Cuffdiff (version 2.2.1) (*q*-value <0.01) (Trapnell et al. 2010) between glucose (Glu) and other two carbon sources, galactose (Gal) and raffinose (Raf). 

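In galactose, the GAL genes and genes of respiration rose against 2% glucose, while the low-affinity glucose transporter genes HXT1 and HXT3 fell. GAL2, which encodes the galactose permease, was at 3507 ± 409 FPKM in galactose and 1.19 ± 0.424 in glucose (SD, n = 3 each), a log2 change of 10.66 ± 0.18 (SE, limma, adjusted p = 5.2e-10). GAL1, GAL7 and GAL10, which encode enzymes that bring galactose into glycolysis, reached 7348 ± 673, 6062 ± 236 and 3256 ± 188 FPKM and rose by 9.55 ± 0.12, 10.16 ± 0.19 and 10.63 ± 0.26 (limma, adjusted p = 8.6e-11, 7.5e-10 and 6.0e-09). The GAL regulators GAL3 and GAL80 rose by 5.30 ± 0.14 and 2.09 ± 0.08, GCY1 by 5.57 ± 0.10 and MTH1 by 3.72 ± 0.11 (limma, adjusted p = 1.1e-08, 9.2e-08, 7.5e-10 and 2.0e-08). All 10 of 10 GAL regulon genes rose (median log2 change 5.44, limma's camera, which tests a list against all other genes, adjusted p = 2.6e-15 with its preset correlation of 0.01, and adjusted p = 0.0236 with an estimated correlation). So did 22 of 23 genes of the respiratory chain (23 adjusted over the list alone, median 1.92, limma's camera, adjusted p = 8.2e-20, and adjusted p = 0.0809 with an estimated correlation), among them CYT1 (228 ± 22.8 against 27.8 ± 7.00 FPKM) and QCR10 (539 ± 45.2 against 68.6 ± 5.05 FPKM). For ATP synthase 13 of 13 genes rose (median 1.71, limma's camera, adjusted p = 3.5e-14, and adjusted p = 0.0809 with an estimated correlation). For the TCA cycle it was 14 of 18 (16 adjusted over the list alone, median 1.21, limma's camera, adjusted p = 1.3e-11, and adjusted p = 0.237 with an estimated correlation), with SDH1 at 108 ± 12.4 against 11.8 ± 2.65 FPKM. INH1, which encodes an inhibitor of ATP synthase, rose by 4.55 ± 0.13, and DAN1, a cell wall protein gene, by 6.71 ± 0.24 (limma, adjusted p = 1.6e-08 and 5.9e-08). Of 14 genes of gluconeogenesis and the glyoxylate cycle 9 rose and 1 fell (median 0.74, limma's camera, adjusted p = 1.1e-05, and adjusted p = 0.0809 with an estimated correlation). JEN1, a lactate transporter gene, rose from 1.20 ± 0.319 to 47.8 ± 5.62 FPKM. Of 11 genes for sucrose and maltose 6 rose and 1 fell, but the list did not pass (median 0.82, limma's camera, adjusted p = 0.022). Of 17 glycolytic genes 12 fell and 4 rose, and the list did not pass either (median -0.77, limma's camera, adjusted p = 0.017). With quantile normalization 8 fell and 4 rose, with a median of -0.33 (limma's camera, adjusted p = 0.0913). TDH2, a glyceraldehyde-3-phosphate dehydrogenase gene, fell by 1.55, while the hexokinase genes HXK1 and GLK1 rose by 4.54 ± 0.32 and 1.73 ± 0.19 (limma, adjusted p = 1.9e-05, 4.6e-06 and 1.1e-04). Of 138 cytoplasmic ribosomal protein genes 106 fell and 0 rose (125 and 0 adjusted over the list alone), by a median of -0.58 (limma's camera, adjusted p = 1.7e-21, and adjusted p = 0.425 with an estimated correlation), yet with quantile normalization only 30 fell and 2 rose. The median was then -0.06 and the list did not pass (limma's camera, adjusted p = 0.214). Mitochondrial ribosomal protein genes went the other way, with 10 of 43 higher and 0 lower (median 0.21, limma's camera, adjusted p = 1.1e-05, and adjusted p = 0.237 with an estimated correlation). Of the transporter genes, HXT1 fell from 399 ± 35.2 to 0.618 ± 0.0569 FPKM, HXT3 to 17.2 ± 6.38 FPKM and HXT2 to 270.4 ± 20.7 from 925 ± 194 FPKM (limma, adjusted p = 1.6e-10, 2.9e-08 and 7.8e-06). HXT6 and HXT7 rose by 3.12 ± 0.58 and 3.19 ± 0.45 (limma, adjusted p = 0.00229 and 4.7e-04), but HXT6 missed the threshold without replicate 2 of galactose (limma, adjusted p = 0.011). Of 11 hexose transporter genes in the limma fit 6 rose and 4 fell (median 0.51, limma's camera, adjusted p = 0.648). PHO5, an acid phosphatase gene, rose by 2.02 ± 0.10. In contrast, 5 of 6 MATa-specific genes fell, AGA2 by 1.54 (median of the list -1.10, limma's camera, adjusted p = 3.9e-04, and adjusted p = 0.0809 with an estimated correlation). In all, limma called 730 genes higher and 804 lower of 5880. The 3 galactose and 3 glucose libraries did not overlap in 2985 genes (50.8%, where chance alone gives 10%). The split depends on scaling: with median centring 661 genes were higher and 1100 lower. It also depends on single libraries: 568 were higher and 493 lower without replicate 2 of galactose, and 566 and 523 without replicate 1 of glucose.

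**Figure D2:**
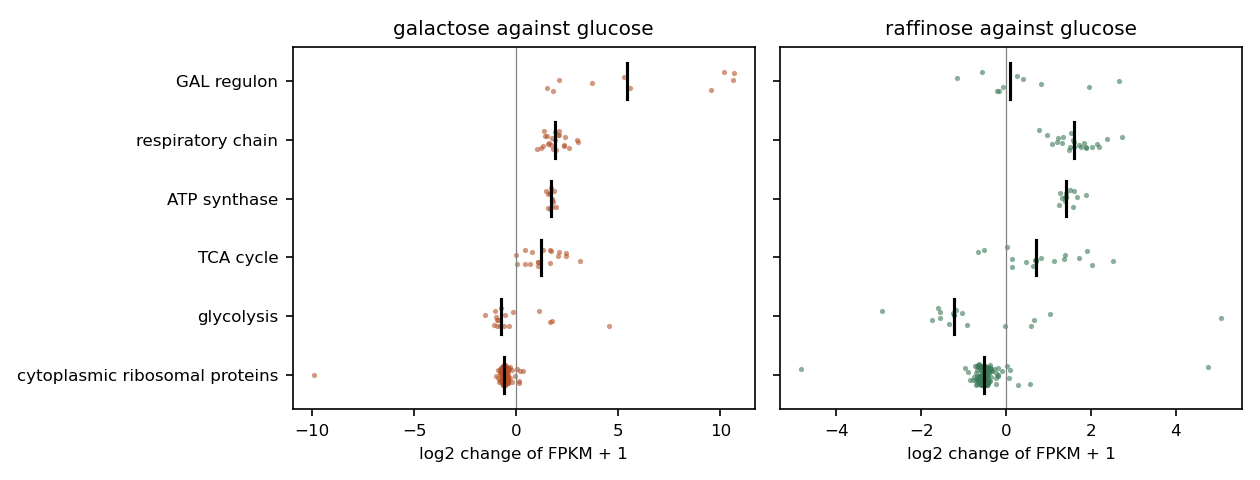
Log2 change of each gene of 6 lists in galactose and in raffinose against 2% glucose, with the median of the list as a bar (GAL regulon 5.44 and 0.09, respiratory chain 1.92 and 1.59, cytoplasmic ribosomal proteins -0.58 and -0.51). With quantile normalization the ribosomal median in raffinose turned to 0.02, and the far ribosomal points are RPL41A and RPL41B, near-identical copies listed at 0 in some libraries.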

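Raffinose, a sugar that does not induce the GAL genes, left GAL1, GAL2 and GAL10 at 7.42 ± 1.21, 0.941 ± 0.378 and 1.08 ± 0.986 FPKM (SD, n = 3), none of which differed from 2% glucose (limma, adjusted p = 0.164, 0.47 and 0.825). The regulator gene GAL3 rose by 1.96 ± 0.14 (SE) and GAL80 fell by 0.57 (limma, adjusted p = 7.6e-06 and 6.3e-04). GAL7 fell to 1.45 ± 0.713 FPKM (limma, adjusted p = 0.00111), a call that was lost when only the 2 media were in the limma fit (adjusted p = 0.012). Of 10 GAL regulon genes 3 rose and 2 fell (5 and 2 adjusted over the list alone, limma's camera, adjusted p = 0.291). For respiration, 21 of 23 genes of the chain rose (22 adjusted over the list alone, median 1.59, limma's camera, adjusted p = 3.1e-18, and adjusted p = 0.131 with an estimated correlation). So did 13 of 13 of ATP synthase (median 1.41, limma's camera, adjusted p = 4.1e-13, and adjusted p = 0.131 with an estimated correlation) and 12 of 18 of the TCA cycle, where 2 fell (limma's camera, adjusted p = 2.2e-06, and adjusted p = 0.471 with an estimated correlation). SDH2, a succinate dehydrogenase gene, was at 237 ± 30.9 FPKM in raffinose and 62.6 ± 7.36 in glucose. The stress-related gene TMA10 was at 592 ± 9.76 and 33.4 ± 2.58. Glycolytic genes fell, 12 of 17 with 3 higher (median -1.22, limma's camera, adjusted p = 3.0e-04, and adjusted p = 0.636 with an estimated correlation). TDH2 was at 832 ± 107 FPKM and PGK1, phosphoglycerate kinase, at 2758 ± 289 against 8408 ± 668. HXK1 rose to 1458 ± 215 FPKM, a log2 change of 5.06 ± 0.32 (limma, adjusted p = 2.6e-06). Invertase, the product of SUC2, splits raffinose, and SUC2 was at 669.8 ± 63.5 FPKM in raffinose against 116 ± 15.7 in glucose (limma, adjusted p = 1.8e-07). The maltase gene MAL12 rose by 3.48 ± 0.31, and 6 of 11 genes for sucrose and maltose were higher with 0 lower (limma's camera, adjusted p = 0.0157). Cytoplasmic ribosomal protein genes were lower in 101 of 138 cases and higher in 1 (121 and 2 adjusted over the list alone, median -0.51, limma's camera, adjusted p = 1.7e-19, and adjusted p = 0.471 with an estimated correlation), but quantile normalization turned the median to 0.02, with 5 higher and 9 lower (limma's camera, adjusted p = 0.505). Mitochondrial ones rose in 19 of 43 cases (21 adjusted over the list alone, limma's camera, adjusted p = 1.7e-07, and adjusted p = 0.207 with an estimated correlation). Of 6 MATa-specific genes 4 fell (limma's camera, adjusted p = 6.8e-04, and adjusted p = 0.131 with an estimated correlation). HXT6 was at 51.7 ± 11.2 FPKM, HXT7 rose by 4.55 ± 0.45, HXT1 fell to 0.187 ± 0.112 FPKM and HXT3 was at 12.03 ± 1.42 FPKM (for HXT7 and HXT1, limma, adjusted p = 5.2e-05 and 1.9e-10). HXT2 rose by 0.62 ± 0.13 (limma, adjusted p = 0.00486), which did not last in 5 of the 6 fits that left out 1 library (highest limma adjusted p = 0.019). Against galactose, GAL7, GAL2, GAL10 and GAL1 differed by -11.32, -10.83, -10.71 and -9.77 in raffinose, and 10 of 10 GAL regulon genes were lower (limma's camera, adjusted p = 1.0e-20, and adjusted p = 0.00949 with an estimated correlation). HXT2 was higher by 2.37 ± 0.13 (limma, adjusted p = 4.3e-06). CIT1, citrate synthase, was at 132 ± 21.6 FPKM in raffinose and 262 ± 9.43 in galactose. Glycolytic genes were lower as a list, with 5 of 17 passing singly (12 lower and 1 higher adjusted over the list alone, limma's camera, adjusted p = 5.1e-06, and adjusted p = 0.43 with an estimated correlation). Against glucose limma called 704 genes higher and 818 lower in raffinose, with 3127 genes (53.2%, chance 10%) whose libraries did not overlap. The total of 1522 fell to 980 without replicate 2 of raffinose. Against galactose 128 were higher and 230 lower, but quantile normalization gave 287 and 289 and a limma fit of all 18 libraries 322 and 321. Other settings lowered the counts, to 73 and 207 with only the 2 media in the limma fit, 41 and 134 without replicate 2 of raffinose, 43 and 144 without replicate 1 of raffinose and 42 and 146 without replicate 2 of galactose. The same 3 glucose libraries served the galactose and the raffinose comparison.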

Overall, there were 700 up-regulated and 682 down-regulated genes in Gal (Glu vs. Gal) and 605 up-regulated and 727 down-regulated genes in Raf (Glu *vs.* Raf). These differentially expressed genes were used to generate Supplemental Figure S7, B–D. Gene enrichment analyses in Supplemental Figure S7C were performed using DAVID (version 6.8) (Huang da et al. 2009).

For the differential chromatin accessibility analyses, we first calculated the bulk-cell-level chromatin accessibility as the ratio of those with “open” status among the molecules that fully covered the gene promoter. For each gene, the differential chromatin accessibility score was computed as the difference of bulk-cell-level chromatin accessibility between two carbon sources (Glu minus Gal for “Glu vs. Gal”; Glu minus Raf for “Glu vs. Raf”).

## Data access

The MeSMLR-seq data generated in this study have been submitted to the NCBI BioProject database (https://www.ncbi.nlm.nih.gov/bioproject/) under accession number PRJNA510813. The bulk-cell RNA-seq and the single-cell RNA-seq data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE131702. The Sanger sequences data generated in this study are summarized in Supplemental Table S5. The public sequencing data used in this study are summarized in Supplemental Table S6. The source code of NP-SMLR is in the Supplemental Material (Supplemental_Code.zip) and is also available at https://github.com/Au-Lab/NP-SMLR.

## Supplementary Material

Supplemental Material

# Supplementary material for: Single-molecule long-read sequencing reveals the chromatin basis of gene expression
**Source:** Genome Res. 2019 Aug;29(8):1329–42. doi: 10.1101/gr.251116.119
**Supplement:** Supplemental Material

Single-molecule long-read sequencing reveals the chromatin basis of gene expression — Supplemental Material 

# Single-molecule long-read sequencing reveals the chromatin basis of gene expression

## Supplemental Material

- Supplemental\_Materials.pdf
- Supplemental\_Code.zip
- Supplemental\_Table\_S5.xlsx

How the deposited data were processed for this re-analysis (not part of the article)

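The data were bulk-cell RNA-seq of 18 yeast libraries, 3 in each of 6 media, and single-cell RNA-seq of cells grown in 2% glucose in 4 files, 22 samples in all, and every one of them was mapped to a medium from its label. For the bulk libraries the authors deposited FPKM, 1 value per gene and library, and the submitters' notes name FastQC 0.11.3, cutadapt 1.8.1, HISAT2 2.0.0, the sacCer3 build and Cufflinks 2.2.1. The submitters also name DESeq2, without a version, and no values made with it were used here. The paper's methods name Cuffdiff 2.2.1 with a q threshold of 0.01 for the changed genes. For the single cells the authors deposited UMI counts per gene and cell barcode from Cell Ranger 2.1.1. The filter that led to the paper's number of cells is not given in the sources used here, and the paper's Supplemental Methods, to which it refers for these cells, were not used here. The nanopore data on chromatin were not analysed here.

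The bulk table had 7126 gene entries, of which 6048 matched the reference annotation and 1078 did not, and 102 had names of noncoding RNAs. It had 630 genes at 0 in every library and 303 values above 0 and below 1e-06, which count as 0 on the scale used. The reference was the R64 assembly, and 4 of 4 template sequences of the paper that were compared with it were identical. The 10 highest genes held 8.92 to 12.6% of the FPKM of a library, and noncoding RNA 0.100 to 0.323%. Depth was not given with the FPKM. Fragments per library were estimated from low values of FPKM times kilobases in a preset window, 0.05 to 0.22, which limits the estimate in advance. The median estimate over the 18 libraries was 6750000. At that depth 1 fragment on a gene of 1 kilobase is well below 1 FPKM, and genes with 1 FPKM in fewer than 3 libraries of a fit were left out of the tests. Libraries of the same medium were compared pairwise, and 0 pairs were identical.

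Values were taken as log2(FPKM + 1), and genes with at least 1 FPKM in at least 3 of the libraries in a fit were kept. Media were compared with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a trend) and p-values were adjusted by Benjamini-Hochberg over all genes kept, with a threshold of 0.01. Galactose, raffinose and 2% glucose were in one limma fit, and the 4 glucose concentrations in another, which also tested the slope against log2 glucose. The relation of HXT3 and HXT6 with glucose was tested over 12 libraries by two-sided permutation with 100000 resamples, and pairs of media by the exact permutation test. A total of 26 gene lists were fixed beforehand: GAL regulon, hexose transporters, glycolysis, ethanol and acetate metabolism, TCA cycle, respiratory chain, ATP synthase, gluconeogenesis and glyoxylate cycle, sucrose and maltose use, peroxisomal fatty acid oxidation, trehalose and glycogen, stress response, ribosome biogenesis, histones, 4 lists of cell cycle markers, the allantoin degradation (DAL) cluster, MATa-specific, MATalpha-specific, diploid and sporulation genes, the genes deleted in BY4741, the genes the paper names, and cytoplasmic and mitochondrial ribosomal proteins. Of these, 25 were tested with camera of limma with a preset correlation of 0.01, beside an estimated correlation, and the genes deleted in BY4741 were not. The genes named in the text for galactose, raffinose and 0.125% glucose were the 10 largest rises and 10 largest falls among genes past the threshold whose groups did not overlap, every gene the paper names, hexose transporters and GAL genes, and up to 4 examples with the largest change from each other list, of which only a part is printed. For single cells they were the genes the paper names, the 10 of highest expression frequency and the 15 of highest variance over mean.

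Single-cell files were read with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9. For the 5293 distinct barcodes the highest count of a gene over the files was taken, with 1 UMI as the limit for expression. Intervals were exact, at 95% confidence. A share of 0 was given the limit of 3 counts, which bounds cells with a UMI and not cells that express the gene. Thinning drew 582 UMIs, the 10th percentile, from each barcode in each file, and 3978 barcodes that reached it in every file were kept, with 722 UMIs, the 25th percentile, as the alternative. Shares of thinned cells used the highest count over the draws of a barcode. Variance over mean was taken for genes with a mean of at least 0.05 UMI after thinning.

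The pipeline was tested on simulated data with 200 changed genes before its last run on the real ones. With changes of 0.5, 1 and 2 on the log2 scale, limma recovered 65.2%, 83.3% and 93.8% of them in the galactose design, 49.2%, 79.1% and 92.6% in the 0.125% design and 58.0%, 92.6% and 96.8% in the slope, with 1, 2 and 0 false calls. In the slope these were changes over the whole range from 2% to 0.125% glucose. On 3000 simulated cells, 87.5% of 40 variable genes were recovered and the median variance over mean was 1. Alternatives were a pseudocount of 0.1, a mean FPKM of at least 10, quantile normalization, median centring, a change of at least 1 on the log2 scale, the replicate number as a block, only the 2 groups in the fit, all 18 libraries in one fit, each library left out, 2 UMIs, thinned cells, equal weights of the files and each file left out. Later additions were only genes in the reference annotation, only barcodes in all 4 files, barcodes with a mean of at least 1000 UMIs, Pearson's r of HXT3 and HXT6 with glucose, both correlations without the 3 libraries at 0.125%, and 0.125% glucose against galactose.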

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

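Of the tests below, those of 1 share of galactose RNA, of GAL genes in raffinose, of the rise of GAL genes at 1% glucose, of molecules counted in more than 1 file, of HXT6 UMIs and of regrouped libraries were chosen after the results were seen.

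Raffinose and galactose had opposite effects on some genes, which drew attention because both were compared with the same glucose libraries. Limma called 358 genes different between raffinose and galactose, and fewer when 1 library was left out: 175 without replicate 2 of raffinose, 187 without replicate 1 of raffinose and 188 without replicate 2 of galactose. GAL7 differed by -11.32 (raffinose minus galactose, log2 scale) and GAL80 by -2.66, since both rose in galactose and fell in raffinose. HXT2 differed by 2.37, since it fell in galactose and rose in raffinose (for the differences, limma, adjusted p = 4.5e-10, 5.4e-08 and 4.3e-06). The differences held in all 15 settings, but the rise of HXT2 in raffinose against glucose lost its call in 7 of 15 and the fall of GAL7 in 1 of 15.

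The paper reports HXT3 and HXT6 across glucose concentrations, while the other genes of these libraries are outside what it discusses, and by the labels galactose rose as glucose fell. Against 2% glucose limma called 23 genes at 1% (7 higher, 16 lower), 1119 at 0.5% (564 higher, 555 lower) and 1984 at 0.125% (1000 higher, 984 lower), and 1803 genes had a slope with log2 glucose (902 up and 901 down with more glucose). With only the 2 groups in the limma fit 0.5% gave 350 genes, and 1% gave 13 without replicate 3 of 1%, 14 without replicate 3 of 2% and 15 without replicate 1 of 1%. Median centring moved the splits to 436 higher and 708 lower at 0.5%, 723 and 1325 at 0.125% and 1199 and 673 for the slope. The libraries of the 2 media compared did not overlap in 844 genes (14.2%), 2273 genes and 3686 genes (62.1%) at 1%, 0.5% and 0.125%, where chance gives 10%.

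At 1% glucose, GAL10 rose by 6.83 on the log2 scale, to 233 ± 14.4 FPKM (SD, n = 3), GAL2 by 5.81 to 121 ± 12.9, GAL7 by 5.14 to 186 ± 9.35 and GAL1 by 5.00 to 312 ± 26.2 (limma, adjusted p = 2.3e-13, 7.5e-10, 1.6e-10 and 1.3e-09). Release from glucose repression without galactose is excluded by raffinose, where the median change of these 4 genes was -0.199. Mixing of galactose RNA into the 1% libraries was tested on 20 other genes that galactose raises. They had gained a median of 3.22% of their galactose rise (bootstrap interval 1.36 to 5.05%), beside 3.77% for the 4 GAL genes. By that median, the test set beforehand went with mixing. The shares of the 20 genes ran from -1.11 to 21.1%, however, and GAL3, GCY1 and MTH1 of the GAL regulon were among them. The 4 GAL shares differed by at least 2.36 times within every 1% library, which a mixture with the RNA of these galactose cultures cannot give. Galactose in the medium, which the labels list at 1% in these libraries, stays open as untested, since the median rise of 5.48 is the pattern itself.

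Of 5293 cell barcodes, 84.4% occurred in all 4 single-cell files. Different cells sharing a barcode by chance are excluded, since a barcode's profile in S1 ranked its own profile in S2 first among 100 in 100% of 4973 barcodes (1% by chance). Rare detections in S1 and S2 coincided 10.9 times as often as the product of their shares. Part of the UMIs may therefore have been counted in more than 1 file. The test cannot exclude that each file counts other molecules of these cells. The product takes all cells as alike, while UMIs per barcode ran from 500 to 20050 in S1, and no comparison at one depth was run.

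HXT6 varied between libraries of a medium more than HXT3, with a pooled SD of 0.884 against 0.252 on the log2 scale. Of the 200 genes nearest to HXT6 in mean FPKM over the 18 libraries, 98% had a smaller SD. This argues against counting noise usual at that level. It cannot exclude such noise in 2% and 1% glucose, where HXT6 averaged 4.13 and 6.40 FPKM. Nor can it exclude noise in the few reads that separate HXT6 from HXT7. Reads shared with HXT7 remain a possible explanation that these data cannot settle: the sum of both genes had an SD of 0.611, or 69.2% of that of HXT6. In the UMI counts HXT6 made up 2.33% of the pair, against 31.9% of the pair's FPKM in 2% glucose. This fits HXT7 reads counted as HXT6 only if the UMI counts separate the 2 genes, which was not tested.

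Libraries were also regrouped at random and tested again with limma. For each comparison of 3 libraries with 3 there are 10 splits, the real one included, which is too few for a share under 0.05. In each of the 6 comparisons the real split was the 1 with the most genes, and the highest other split gave 1 gene, or 0 for 1% glucose. For the slope with glucose, 1 of 100 arrangements, the real one, gave 1803 genes and the highest other 116. This argues against a chance assignment of single libraries as its source. Chance differences between cultures cannot be excluded this way, since nothing shows that the libraries of a medium came from separate cultures.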

How the results depend on the processing

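All tests here repeat a result under another setting, and those that use only barcodes in all 4 files or a mean of at least 1000 UMIs were chosen after the results were seen. Over the counts, shares and correlations in the text, 210 alternatives kept the result and 53 moved it, a count by more than 1.5 times or another value by more than a tolerance. That tolerance was a spread for some values and fixed for variance over mean, and any change of the cell cycle correlations counted as moved. Spearman correlations of HXT3 and HXT6 with glucose counted as kept where the sign held and the permutation p stayed under 0.05. Some of the 210 could change nothing, such as the minimum of 500 UMIs, which every barcode met. A turned sign was looked for only in the correlations of HXT3 and HXT6 with glucose, where 0 turned. Over 123 pairs of a named gene and a comparison, with 1839 alternatives, 14 weakened a call, 2 strengthened one and 0 reversed one. A gene could be in several pairs.

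Requiring a change of at least 1 on the log2 scale left 396 of 1534 genes in galactose against glucose, 347 of 1522 in raffinose against glucose, 74 of 358 in raffinose against galactose, 434 of 1803 for the slope with glucose, and 8 of 23, 175 of 1119 and 393 of 1984 at 1%, 0.5% and 0.125% glucose. For the slope, the change was taken over the whole range from 2% to 0.125% glucose. With only the 2 groups compared in the limma fit, 0.5% glucose gave 350 genes. Raffinose against galactose gave 576 genes with quantile normalization, 643 with all 18 libraries in one fit, and 175 to 289 with 1 library left out (lowest without raffinose replicate 2, highest without raffinose replicate 3). Raffinose against glucose gave 980 to 1193 genes with 1 library left out (lowest without raffinose replicate 2, highest without glucose replicate 3), and 1% against 2% glucose 13 to 18 (lowest without replicate 3 of 1%, highest without replicate 2 of 2%). Of 63 list tests that passed in 175 tests of camera in limma, 4 passed with an estimated correlation: the GAL regulon in raffinose against galactose, at 1% and at 0.5% glucose, and trehalose and glycogen at 0.5%. The median of a list turned its sign in 28 cases, 20 with quantile normalization and 8 with median centring. Among those with quantile normalization were cytoplasmic ribosomal proteins in raffinose (from -0.51 to 0.02), glycolysis at 0.125% glucose (-0.48 to 0.02) and in the slope (0.11 to -0.02), and histones in galactose (-0.09 to 0.23), at 0.125% glucose (-0.20 to 0.23, 4 genes called higher) and in the slope (0.05 to -0.06). The cause of these changes was not tested.

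The replicate numbers were also used as a block, as if libraries were paired, which gave 233 genes for raffinose against galactose, 1231 for galactose and 1155 for raffinose against glucose, 1651 for the slope and 17, 1065 and 1918 at 1%, 0.5% and 0.125% glucose. With the block HXT6 passed at 0.5% and 0.125% glucose (limma, adjusted p = 0.0014 and 0.0012). Nothing in the values pairs the libraries: residual correlations of libraries with the same number had a median of -0.0153, with 6 of 45 pairs above 0.1, beside 0.0128 for those with other numbers.

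The median expression frequency over all genes was 10.7%. It was 0.595% with at least 2 UMIs, 5.98% with each file thinned to one depth, 4.60% with the 4 files weighted equally and 8.98 to 9.31% with 1 file left out (lowest without S1, highest without S3). Here and below, the 2 UMIs had to lie in the same file. The median was 12.1% with only barcodes in all 4 files and 15.8% with barcodes of at least 1000 UMIs on average. Genes per frequency bin were 2442, 979, 1506, 786 and 1413 from 0 to 5% up to 30% or more. With at least 2 UMIs they were 5746, 499, 354, 162 and 365, with thinned cells 489 at 20 to 30% and 852 at 30% or more, and with equal weights 3715 at 0 to 5%, 354 at 20 to 30% and 620 at 30% or more. The correlation of frequency with bulk FPKM was 0.775 over genes with a mean of at least 1 FPKM and 0.86 with mean UMIs in place of the share of cells.

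HXT3 was found in 89.8% of thinned cells and, when at least 2 UMIs were required, in 71.9% of all cells, HXT6 in 0.804% and 0.0378%, and HXT7 in 21.6% and 8.35%. HXT3 and HXT6 occurred together in 0.654% of thinned cells and, with 2 UMIs of each required, in 0.0378% of all cells, and HXT3 and HXT7 in 19.3% and 6.74%. The products of their shares were 0.722% and 0.0272% for HXT3 and HXT6, and 19.4% and 6% for HXT3 and HXT7. Thinning to the 25th percentile moved the mean correlation of cell cycle markers of the same list from 0.0623 to 0.0698 and of different lists from -0.00916 to -0.0106.

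Calls of named genes lost under a setting were HXT6 in galactose without galactose replicate 2 (limma, adjusted p = 0.011), HXT2 in raffinose with the block, with 2 groups only and in 5 of 6 leave-one-out fits (highest 0.019), GAL7 in raffinose with 2 groups only (0.012), IDH2 at 1% glucose without replicate 3 of 1% (0.012), HXT7 at 0.5% with 2 groups only (0.015), and HXT2 at 0.125% with quantile normalization, 2 groups only and without replicate 1 of 0.125% (highest 0.022).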

Differences from the paper's values

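The paper's values below were compared under settings of which most were set before the data were examined, and those said to be added were chosen after the values were seen.

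The paper's text reports 2812 cells with single-cell data, and the files held 5293 distinct barcodes. Thinning, which keeps 3978 barcodes, brought the number within 1.5 times of the paper's; with 1 file left out or a minimum of 500 UMIs it stayed apart, at 5114 to 5293. Added filters of at least 1000 UMIs gave 2658 barcodes for the mean of the files, 2924 for any file and 2290 for every file.

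Figure 4B shows about 540 genes with an FPKM of 0 in 2% glucose and Figure 7C about 570, both read by eye, while 898 genes had a mean of 0 here. All alternatives stayed apart from both values, with 898 to 1097 genes. Of the 898, 237 are in the reference annotation, and the set of genes in the figures is not given in the sources used here.

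Figure 7B shows about 1200 genes at an expression frequency of 0 to 5%, about 1500 at 5 to 10% and about 1400 at 20 to 30%, read by eye, and the counts here were 2442, 979 and 786. For 5 to 10%, thinned cells (1344), equal weights of the files (1377) and each file left out (1086 to 1127) came near the figure, and at least 2 UMIs (499) and a minimum of 500 UMIs (979) did not. For 0 to 5% and 20 to 30%, none of these alternatives did. At 30% or more, where the figure shows about 1300 genes and 1413 were counted here, thinned cells (852) and equal weights (620) moved away from it. A mean of at least 1000 UMIs, a filter chosen after the values were seen, gave 941 genes at 20 to 30%, within 1.5 times of the figure. The same filter stayed apart at 0 to 5% (2134) and 5 to 10% (655), and it gave 2115 at 30% or more, where the figure shows about 1300.

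The paper's 700 genes up and 682 down in galactose, and 605 up and 727 down in raffinose, stand beside 730 and 804, and 704 and 818, here. Only a change of at least 1 on the log2 scale (306 and 90 in galactose, 218 and 129 in raffinose) and, for genes lower in galactose, median centring (1100) were far from the paper's counts.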

Other observations

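Tests in the paragraphs on 0.125% glucose against galactose and on single cells were chosen after the results were seen where they say so.

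In galactose against glucose, the remaining lists of genes gave the following with camera in limma, as number higher, number lower, number in the fit and adjusted p. Ethanol and acetate metabolism had 4 higher and 4 lower of 12 (adjusted p = 0.898), peroxisomal fatty acid oxidation 6 and 1 of 12 (adjusted p = 0.0643), trehalose and glycogen 7 and 1 of 16 (adjusted p = 0.0257) and stress response 5 and 4 of 17 (adjusted p = 0.298) in limma. Ribosome biogenesis had 0 higher and 2 lower of 37 (adjusted p = 0.0929), the DAL cluster 2 and 0 of 7 (adjusted p = 0.022), MATalpha-specific genes 1 and 0 of 3 (adjusted p = 0.648), diploid and sporulation genes 2 and 1 of 8 (adjusted p = 0.726) and the genes the paper names 5 and 3 of 12 (adjusted p = 0.0929) in limma. Cell cycle markers had 2 higher and 1 lower of 10 for G1 and S, 1 and 1 of 10 for G2 and M and 3 and 0 of 11 for M and G1 (limma, adjusted p = 0.175, 0.898 and 0.108). Histones (10 genes) and S-phase histones (8 genes) had 0 called either way (limma, adjusted p = 0.832 and 0.648), with a median of -0.09 and -0.11. With quantile normalization both medians turned to 0.23, 5 genes of each list were called higher and both lists passed (limma's camera, adjusted p = 0.00127 and 0.00105). Of the deleted genes only HIS3 was in the fit, and it did not pass.

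At 0.5% glucose, genes of storage carbohydrates rose: GSY1, glycogen synthase, from 6.26 ± 1.03 to 90.9 ± 13.0 FPKM (SD, n = 3), GPH1, glycogen phosphorylase, by 4.38 ± 0.22 (SE), and so did the hexokinase gene HXK1, by 5.04 ± 0.32. Of 16 genes of trehalose and glycogen 10 rose (13 adjusted over the list alone, limma's camera, adjusted p = 7.8e-12, and adjusted p = 0.0055 with an estimated correlation), and of 17 stress genes 9 (10 adjusted over the list alone, limma's camera, adjusted p = 9.9e-06, and adjusted p = 0.0802 with an estimated correlation). Of 37 ribosome biogenesis genes 28 fell (33 adjusted over the list alone, limma's camera, adjusted p = 2.9e-16, and adjusted p = 0.0284 with an estimated correlation), among them NSR1 from 1818 ± 80.7 to 993 ± 45.2 FPKM. All 10 GAL regulon genes rose (limma's camera, adjusted p = 2.9e-16, and adjusted p = 0.00433 with an estimated correlation), with GAL1 at 2711 ± 496 and GAL10 at 1635 ± 12.3 FPKM.

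At 0.125% glucose, HSP12, a stress protein gene, was at 435 ± 47.7 FPKM against 5.41 ± 3.40 in 2% glucose, and TDH1 at 1631 ± 122 against 118 ± 16.2, while CUP1-1, a metallothionein gene, fell from 2129 ± 615 to 99.4 ± 19.2 (SD, n = 3, limma, adjusted p = 9.0e-06, 6.9e-08 and 2.7e-07). Of 17 stress genes 7 rose and 1 fell, and the list did not pass (limma's camera, adjusted p = 0.0365). Of 16 genes of trehalose and glycogen 7 rose and 1 fell (limma's camera, adjusted p = 4.8e-04, and adjusted p = 0.0775 with an estimated correlation), and of 37 ribosome biogenesis genes 19 fell (limma's camera, adjusted p = 7.2e-06, and adjusted p = 0.153 with an estimated correlation). GAL1 and GAL10 reached 5991 ± 584 and 2932 ± 246 FPKM. Of 23 genes of the respiratory chain 21 rose (limma's camera, adjusted p = 2.0e-13, and adjusted p = 0.0775 with an estimated correlation), and of 138 cytoplasmic ribosomal protein genes 129 fell and 2 rose (limma's camera, adjusted p = 6.4e-33, and adjusted p = 0.183 with an estimated correlation), a list that did not pass with quantile normalization (31 lower and 3 higher, limma, adjusted p = 0.0275). Of 17 glycolytic genes 12 fell and 5 rose (limma, adjusted p = 0.055), and quantile normalization turned their median from -0.48 to 0.02. IDH1, isocitrate dehydrogenase, was lower at 1% glucose, at 141 ± 2.86 against 296 ± 46.7 FPKM (limma, adjusted p = 4.7e-04), but not at 0.125%, where IDH1 was at 341 ± 11.1 FPKM (limma, adjusted p = 0.115).

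A comparison of 0.125% glucose with galactose, chosen after the results were seen, called 709 genes higher and 596 lower of 6003 in limma with all 18 libraries in the fit, and 642 and 809 with only these 2 groups. TDH1 was higher by 2.69 and HSP12 by 3.66, and CUP1-1 lower by 4.66 (limma, adjusted p = 2.5e-07, 1.3e-04 and 0.00143). Of 23 genes of the respiratory chain 17 were lower and 1 higher (limma's camera, adjusted p = 1.8e-07, and adjusted p = 0.227 with an estimated correlation).

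In single cells in 2% glucose, HXT3 was found in 92.1% of cells (exact interval 91.4 to 92.9%), HXT7 in 32.2% (30.9 to 33.5%) and HXT6 in 1.44% (1.13 to 1.79%, 76 of 5293). Whether the UMI counts separate HXT6 from HXT7 was not tested. HXT3 and HXT6 occurred together in 1.34% of cells (1.05 to 1.69%), beside 1.32% for the product of their shares, and HXT3 and HXT7 in 30.5%, beside 29.7%. With HXT3 in 92.1% of cells, these values could hardly depart from the products. They therefore cannot tell whether the genes occur independently.

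Over 1827 genes in thinned cells the median variance over mean was 1.01, and 9 genes were above 1.5. FIT3, a cell wall protein gene for iron uptake, had 2.91 (2.66 to 3.24 over the files), TDH1 2.90, CTS1, which encodes the chitinase that separates daughter cells, 2.26, PDC1 1.86, FIT2 1.81, PHO5 1.61, HXT2 1.55, ENO1 1.53 and HO 1.51. ENO2, TDH3, HXT3, PSA1, BTN2 and HHF1 followed at 1.50, 1.44, 1.42, 1.40, 1.38 and 1.37, and 14 of the 15 highest stayed so with the 25th percentile. Their mean UMIs after thinning differed widely, with 0.0663 for HO, 0.094 for FIT3, 12.2 for ENO2 and 12.8 for PDC1. The measure depends on the mean, so this order does not rank the genes by relative variability. Cells are not replicates here, and the 4 files share their cells, so these ranges carry no test.

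Markers of the same cell cycle list had a mean correlation of 0.0623 across cells (173 pairs) and markers of different lists -0.00916 (568 pairs). Histone genes had 0.196 (0.177 to 0.204 over the files), M and G1 markers 0.0564, G1 and S markers 0.0432 and G2 and M markers 0.00556 (-0.000294 to 0.0124 over the files). Between lists, M and G1 markers had -0.0362 with histones and G1 and S markers 0.0177 (0.0159 to 0.0188 over the files), and the other pairs of lists had -0.00747 to -0.00988. In a test chosen after these values were seen, random sets of genes gave -0.00166 to 0.00176 in 100 draws.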
